# Distinct Gene Expression Patterns of Ion Channels and Cytokines in Rat Primary Sensory Neurons During Development of Bone Cancer and Cancer Pain

**DOI:** 10.3389/fnmol.2021.665085

**Published:** 2021-05-06

**Authors:** Mingzhu Zhai, Shaomin Yang, Simin Lin, Hanxu Zhu, Lihong Xu, Huabao Liao, Xue-Jun Song

**Keywords:** cancer pain, dorsal root ganglion, RNA-sequence, cytokines, ion channels, neuropathic pain, hyperalgesia, allodynia

## Abstract

Cancer and cancer pain processes a major clinical challenge and the underlined mechanisms of pathogenesis remain elusive. We examined the specific changes in the transcriptomic profiles in the dorsal root ganglion (DRG) neurons of rats with bone cancer and bone cancer pain (BCP) using RNA sequencing technology. The bone cancer and BCP was induced by tumor cells implantation (TCI) into the tibia bone cavity in adult female rats. One week after treatment, TCI caused up- and down-regulation of thousands of genes in DRG. These genes were mainly involved in the immune process, inflammatory response, and intracellular signaling transduction of carbohydrate and cytokine. The cAMP and calcium signaling pathways were the major processes in the initial responses. Differentially expressed gene (DEG) analysis further showed that the genes for ion channels increased during day 1-7, while the genes for cytokine signaling pathways sustainedly increased during day 7-14 after TCI. The time courses of gene expression for ion channels and cytokines support their distinct roles in the early induction and late maintenance of BCP development. In addition, among the top 500 up- and down-regulated genes, 80-90% were unique for bone cancer pain as well as neuropathic and inflammatory pain, while less than 2% were shared among the three different forms of pain. This study reveals the uniqueness of mechanisms underlying bone cancer with pain, which is, to a large extent, differently from pain after acute inflammatory and nerve injury and provides novel potential targets of DEGs for bone cancer with pain.

## Introduction

Bone cancer and bone cancer pain (BCP) continues to be a major clinical challenge. Despite decades of thorough study and continuous efforts, the underlined cellular and molecular mechanisms remain elusive and the clinical approaches for treating bone cancer and BCP are limited (van den Beuken-van Everdingen et al., 2007; Breivik et al., 2009). BCP happens in patients with primary bone sarcomas and predominantly occurs with distant metastases of non-bone cancer, including lung, breast, or prostate cancer (Kane et al., 2015). The incidence of BCP is estimated at around one-third of the patients with bone metastases (van den Beuken-van Everdingen et al., 2007; Scarborough and Smith, 2018). It is pivotal and urgent to elucidate the pathogenesis of BCP and identify candidates of therapeutic targets for translational medicine. Mechanisms of BCP are complex and have been considered involving a combination of inflammatory and neuropathic factors, as well as imbalance in bone metabolism, specifically (Falk and Dickenson, 2014). Cancer cells act to cause BCP in many ways. For instance, cancer cells and their associated stromal cells can release a wide variety of biochemical factors, which in turn initiate activation of nociceptors (Julius and Basbaum, 2001; Mantyh, 2006; Joyce and Pollard, 2009). Cancer cells invade into tissue and induce nerve injury, indicating a neuropathic origination for cancer pain (Peters et al., 2005). Tumor-induced bone destruction and acidic microenvironment by osteolysis result in sensory neuron hyperexcitation by activating acid-sensing nociceptors. The biochemical and microenvironmental changes further elicit sensitization and reconstruction of peripheral nerve endings and dorsal root ganglion (DRG) neurons that eventually result in pain.

DRG neurons, as the first-order neurons in the somatosensory afferent pathway, transduce and integrate diverse stimuli and signals from the peripheral to central nervous system. Emerging evidence indicates that alterations in gene expression including ion channels (Qiu et al., 2012, 2014; Wu et al., 2012) and other signaling pathways in DRG (Xu et al., 2013; Zhu et al., 2014; Fang et al., 2015; Guan et al., 2015; Wei et al., 2017; Huang, 2018; Liu et al., 2018a) contribute to the induction and maintenance of BCP. For instance, upregulation of P2X3 (Wu et al., 2012), TRPV1 (Han et al., 2012), Nav1.8 and Nav1.9 (Qiu et al., 2012), and ASIC3 (Qiu et al., 2014) are reported to be critical important in BCP development. Recent studies show that activation of cytokines including IL-6, IL-18, and TGFβ (Xu et al., 2013; Zhou et al., 2016; Liu et al., 2018a), and cAMP-PKA (Zhu et al., 2014), PI3K/Akt (Guan et al., 2015), BDNF (Huang, 2018), Wnt (Zhang et al., 2013), and Hedgehog (Liu et al., 2018b) signaling pathways play important roles in the peripheral mechanism of BCP. However, an overall global gene-level alteration of ion channels and cytokine signaling pathways in DRG that may contribute to bone cancer associated BCP and act as potential therapeutic targets has not been well examined and remains elusive. By means of RNA-sequence techniques, we have identified differentially expressed genes (DEGs) of ion channels and cytokine signaling pathways in rat DRG during the development of bone cancer and BCP produced by tumor-cell implantation (TCI) into the tibia bone cavity. The genes for ion channels transiently altered in the initial early phase after TCI treatment. In contrast, genes for cytokine signaling pathways sustainedly increased from the initial to the later phases of BCP after TCI and were mainly involved in the immune process and inflammatory response as indicated by GO and KEGG analysis. Our study demonstrates distinct roles of the ion channels and cytokines in the development of bone cancer and induction and maintenance of BCP and presents a global description of transcription profile changes in DRG and provides a new insight into the underlying mechanisms of bone cancer with pain and guidance of rational clinical medication.

## Materials and Methods

### Ethics Statement and Animals

All procedures were performed following the regulations of the ethics committee of the International Association for the Study of Pain and the Guide for the Care and Use of Laboratory Animals. The experiments were designed to minimize suffering and the number of animals used and approved by the Southern University of Science and Technology (SUSTech) Animal Care and Use Committee. Adult, female Sprague-Dawley rats (160-180 g-wt) purchased from Guangdong Province Animal Center were used in this study. Animals were then housed (2 per cage) at room temperature (20-24°C) and exposed to a 12-h light/dark cycle with ad libitum access to food and water in the University Animal Care Center.

### Model of Bone Cancer and BCP

**Bone cancer and** BCP was induced by tibia bone cavity tumor-cell implantation (TCI), which produced bone cancer-related thermal hyperalgesia, mechanical allodynia, spontaneous and movement-evoked pain behaviors, and bone destruction. Tumor cells were extracted from the ascitic fluid of rats that had previously received Walker-256 mammary gland carcinoma cells. The tumor cells (1 × 10^5^ cells/ μL, 5 μL) were injected into the intramedullary space of the left tibia to induce bone cancer pain in rats. The protocol of this bone cancer and BCP model was similar to that previously described (Medhurst et al., 2002; Liu et al., 2011). In brief, rats were anesthetized with sodium pentobarbital (50 mg/kg intraperitoneally), and an approximately 1-cm long superficial incision was made near the knee to expose the lateral tibia. A 23-gauge needle, which was connected with a 25-μL microinjection syringe containing a tumor cell sandwich with 5 μL air, 5 μL suspension of tumor cells (5 × 10^5^), and 5 μL air, was inserted into the tibia cavity. The contents of the syringe were slowly injected into the tibia cavity, and the needle was kept for 2 min for cell diffusion. Then, the needle hole was sealed with bone wax while pulling out the needle. The bone surface of the injection site was sealed with dental bone cement to prevent the leakage of tumor cells. Boiled tumor cells were injected as the sham control. Experimenters who performed behavioral tests, preparation of DRG tissues for RNA-sequence were blinded to this surgery. Total of 24 animals received TCI treatment and 8 for control.

### Assessment of Bone Cancer-Related Pain Behaviors

Pain-like behaviors including spontaneous pain and those evoked by movement, mechanical and thermal stimulation were evaluated in rats with TCI and sham control treatment. Mechanical allodynia was indicated by a significant decrease in the threshold of paw withdrawal to mechanical indentation of the plantar surface of each hind paw. The withdrawal was measured by von Frey filaments (Aesthesio, Ugo, Italy) with a protocol similar to that described previously (Chaplan et al., 1994; Zhang et al., 2013). In brief, the animals were placed individually beneath an inverted ventilated cage with a metal-mesh floor. The von Frey filaments were applied perpendicularly to the mid-plantar surface of each hind paw from beneath until the paw was withdrawn. The duration of each stimulus was approximately 1-2 s and the interstimulus interval was approximately 10-15 seconds. Thermal hyperalgesia was determined by the significantly shortened latency of foot withdrawal in response to heat stimulation. An analgesia meter (Model 390G; IITC Life Science) was used to provide a heat source. The protocol was similar to that described previously (Zhang et al., 2013). In brief, each rat was individually beneath an inverted cage (22 cm × 15 cm) with a smooth, temperature-controlled glass floor. The heat source was focused on a portion of the hind paw, and a radiant thermal stimulus was delivered to that site. The stimulus shut off automatically when the hind paw moved (or after 25 s to prevent tissue damage). The intensity of the heat stimulus was maintained constant throughout all experiments. Thermal stimuli were delivered 4 times to each hind paw at intervals of 5-8 min. Spontaneous and movement-evoked pain-like behaviors were also analyzed (Zhang et al., 2013). Spontaneous-nocifensive behaviors were evaluated by measuring flinching over 2 minutes of observation. Movement-evoked pain was assessed by measuring the limb use during spontaneous ambulation, which was scored on a scale of 0 to 4: 0 = normal use; 1 = slightly limping; 2 = clearly limping; 3 = no use of the limbs (partial); and 4 = no use of the limbs.

### Micro-CT Analysis of Bone Metabolism of the Tibia

Micro-CT analysis was performed on tibias taken from TCI and sham rats on the 7 and 14 days, respectively, after TCI using a Bruker scanner (Skyscan 1276) with the 100-kVp source (Wang et al., 2019). Quantification of micro-CT data was calculated for the proximal tibia of rats with TCI or sham treatment. Parameters including BV/TV, Tb.Th, Tb.Sp, Tb.N, and BMD were analyzed within a region 2-10 mm, and parameter Ct.Th within a region 16-18 mm proximal to the growth plate, respectively.

### Total RNA Extraction

Under deep anesthesia, L3-L5 DRGs ipsilateral to TCI or sham treatment animal were dissected out and pooled as one sample. DRG tissues were taken at different time points, i.e., the postoperative/tumor-cell injection 1, 7, and 14 days. Total RNA was isolated with Trizol reagent (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instructions and followed by chloroform extraction and isopropanol precipitation. The extracted RNA was about 2 μg and stored at −80°C deep freezer until use.

### RNA Sequence and Data Analysis

The preparation of the cDNA library from each sample and the sequencing was performed by the Beijing Genomics Institute (BGI, Shenzhen, China). The cDNA originating from the RNA fragments were paired and sequenced using the high throughput sequencing platform of BGISEQ-500 and ∼33 M raw reads per sample were obtained on average. The sequencing reads containing low-quality, adaptor-polluted, and high content of unknown base (N) reads were removed. Clean reads were then mapped to reference using HISAT/Bowtie2 tool (Langmead et al., 2009). Genes expression level was quantified by a software package called RSEM (Dewey and Li, 2011). Based on the gene expression level, we identified the differentially expressed genes (DEGs) between groups using DEGseq2 algorithms. Gene ontology (GO) analysis and Significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of gene functional annotation clustering was performed by ClusterProfiler (Yu et al., 2012) using a modified Fisher’s exact test followed by Benjamini-Hochberg multiple hypothesis testing correction and rattus norvegicus as background, default options, and annotation categories. The sequencing results have been submitted to the Gene Expression Omnibus (GEO) database of NCBI, and the assigned accession number is GSE149648.

### Statistical Analysis

All data were represented as means ± SEM. Statistical analysis was performed with two-way repeated measure ANOVA followed by Sidak’s multiple comparisons test or Student’s *t*-tests using Prism 7 software. Two-tailed *P* values less than 0.05 were considered to be significantly different.

## Results

### Bony Destruction and Painful Behavioral Manifestations Following TCI Treatment

We started by examining and confirming alterations of bone density and the associated painful syndromes in rats by TCI. As expected, TCI treatment produced painful behaviors in all the TCI-treated animals manifested as spontaneous and evoked pain. Spontaneous pain was evidenced by the significantly increased spontaneous flinching (Figure 1A) and reduced limb use (Figure 1B) measured on day 7 and 14 after TCI. The evoked-pain was evidenced by significantly increased responses to the mechanical and thermal stimulation, respectively, as so-called mechanical allodynia (Figure 1C) and thermal hyperalgesia (Figure 1D). We further examined bone metabolism of the tibia by micro-CT (Figures 1E–K). MicroCT imaging analyses showed that TCI significantly reduced the trabecular bone (Figure 1E). Both the bone volume fraction BV/TV (Figure 1F) and trabecular number (Tb.N; Figure 1G) were significantly reduced on day 7 and 14 after TCI treatment. The trabecular separation (Tb.Sp; Figure 1H) and trabecular thickness (Tb.Th; Figure 1I) was increased, the bone mineral density (BMD) was decreased (Figure 1J), while the difference between cohorts for cortical thickness was not changed (Ct.Th; Figure 1K). These results show clear behavioral signs of BCP and bony destruction following TCI treatment.

**FIGURE 1:**
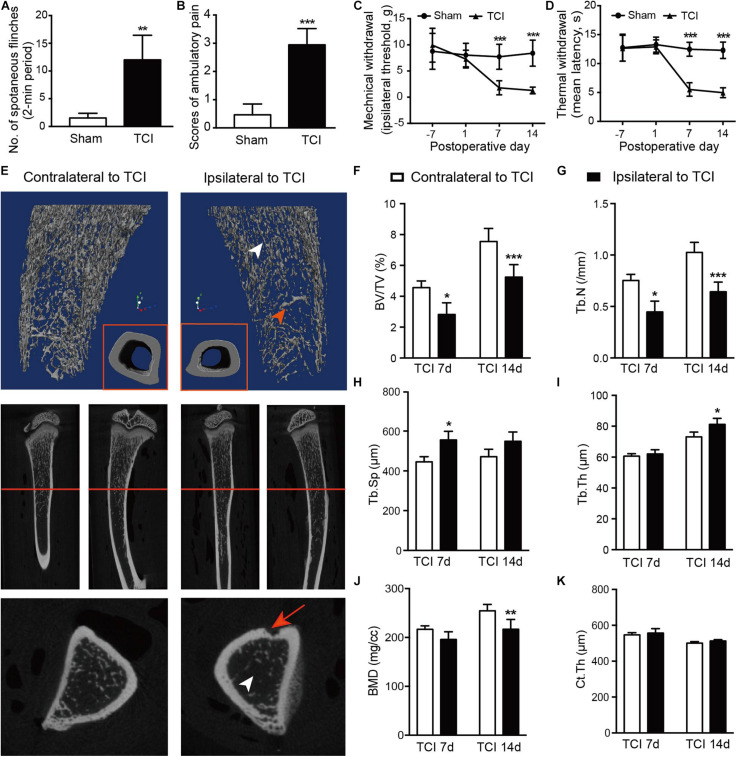
TCI treatment-induced painful behaviors and changes in morphology and density of tibia. **(A,B)** Spontaneous painful behaviors manifested as flinching and movement evoked pain manifested as reduced limb use. Averaged measurements of day 7 and 14. Eight rats included in each group. Student’s *t*-tests, ** *P* < 0.01, ***P < 0.001 vs. sham group. **(C,D)** Mechanical **(C)** and thermal **(D)** hypersensitivity manifested as lowered mechanical threshold and shortened latency of thermal withdrawal. Eight rats included in each group. Two-way repeated measure ANOVA, ***P < 0.001 vs. sham group. **(E)** Morphological changes presented by micro-CT images of 3-dimension reconstruction graph (blue background) and 2-dimension photos (black background) by coronal and sagittal scanning of the ipsilateral and contralateral tibia in TCI rats on day 14. Arrowheads: white, the zone of less dense bone; red, newly formed bone tissue; red arrow: site of cancer cell injection; red line: cross-section. **(F-K)** Statistical analysis of bone parameters measured by microCT on day 7 (*n* = 3) and 14 (*n* = 6), separately. Student’s *t*-tests between the two groups measured on the same day, * *P* < 0.05, ** *P* < 0.01, ***P < 0.001 ipsilateral vs. contralateral to TCI. BV/TV = bone volume/total volume, bone volume fraction **(F)**. Tb.N = trabecular number **(G)**. Tb.Sp = trabecular separation, the thickness of cavities **(H)**. Tb.Th = trabecular thickness, the average thickness of all bone voxels **(I)**. BMD = Bone mineral density **(J)**. Ct.Th = Cortical thickness, the average thickness of cortical bone **(K)**.

### An Overview of DEGs Profiles in DRG

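Dorsal root ganglia (DRGs) hold the cell bodies of sensory neurons together with satellite glia, Schwann cells, vessels and immune cells, so that RNA from a whole ganglion is a mixture of these cell types. RNA was sequenced from the DRGs of rats 1, 7 and 14 days after implantation of Walker 256 mammary carcinoma cells into the tibia (tumor cell implantation, TCI) and of sham rats, with 4 samples in each group and 16 samples in all. By its text the paper used 14 of them, 4 from sham rats, 3 from day 1, 3 from day 7 and 4 from day 14. That text leaves out sample 2 of TCI day 1 and sample 3 of TCI day 7 because of their low correlation with the other samples. Values are therefore given first over these 14 samples and then over all 16. Some bars of Figure 6F came near only to values that include sample 3 of day 7, so it may have entered that figure. Below, samples are called used or left out by the paper's text alone. The sample labels place the sham DRGs at day 14 only, so that TCI days 1 and 7 differ from sham in the time since surgery as well as in treatment, and these effects could not be told apart. The labels describe a sham injection of buffered saline, while the methods describe boiled tumor cells. They also describe another sequencing protocol than the one in the methods.

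The authors removed low-quality reads, mapped the clean reads with HISAT and Bowtie2, estimated expression per gene with RSEM and deposited 1 table of FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the sample) per sample, with 21021 genes in each. The paper's text does not name the genome build or the annotation. The division by gene length and by mapped fragments is thus already in the values, while no scaling between samples is described. Each value was transformed to log2(FPKM + 1). Groups were compared with limma, which fits a linear model to each gene and moderates its variance with those of genes at a similar level, with all 4 groups in 1 fit. The pseudocount of 1 makes the log2 fold changes of genes below a few FPKM smaller than the ratio of their FPKM, and the choice of filter, pseudocount and samples changed several of the counts given with the differential expression results.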

To evaluate the dynamic change of transcriptome profiles in DRG after TCI treatment, we performed RNA-Seq and gene analysis to detect gene expression patterns of the bone cancer and the associated pain-related ion channels and cytokines at different stages of bone cancer and BCP development. The transcriptome data was plotted at different time points, day 1, 7, and 14 after TCI, and sham control. L3-L5 DRGs from the ipsilateral side of an animal in the different groups were collected as one sample for the subsequent transcriptome analysis. The summary of quality control of raw RNA sequencing data set is shown in Figure 2A. On average, about 33,140,558 clean reads were collected and mapped to the reference genome using HISAT after filtering low-quality data and with a mapping rate of round 94∼95%. 

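The FPKM tables do not hold read totals, so the clean reads listed in Figure 2A, with the mean of 33140558 that the paper states, could not be recomputed. As listed they range from 0.869 to 1.35 times their median. The sum of FPKM over all genes ranged from 436572 to 441397 in sham (median 439314), from 443149 to 450274 on TCI day 1 (median 448015), from 448754 to 473959 on day 7 (median 461799) and from 440863 to 467557 on day 14 (median 452125). These sums reflect the lengths of the expressed transcripts and not the depth. The lowest values above 0 in a sample stand for few fragments, and the value of a single fragment falls as the depth rises. A fit of such values over 48 genes, with 10 to 22 of them per sample, put the depth of the 16 samples between 0.928 and 1.08 times their median. The medians were 0.983 in sham, 0.970 on day 1, 1.04 on day 7 and 1.01 on day 14, with ranges that overlapped between all groups. This depth had a Spearman rho of 0.856 with the listed reads over the 16 samples (permutation test, p = 8e-05), but its range is narrower, so it understates the differences.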

Comparison of the distribution of the gene expression level of each sample and the uniformity of the dispersion of gene distribution for each sample supports that the samples are comparable (Figure 2B). 

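At least 1 FPKM was reached by 13150 to 13239 genes in the sham samples, 13192 to 13293 on TCI day 1, 13534 to 13805 on day 7 and 13301 to 13700 on day 14. The median log2(FPKM + 1) of the sham samples lay between 2.10 and 2.14 and that of the day 7 samples between 2.26 and 2.36. The 100 most highly expressed genes made up 23.5 to 24.1% of the FPKM in sham and 22.2 to 24.7% on day 7. Fth1, which encodes ferritin heavy chain, was the most highly expressed gene in 3 of the day 7 samples. In the remaining one, sample 3, it was Acta1, the actin of skeletal muscle, with 6693 FPKM.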

The correlation of gene expression level among samples has been used as a key criterion to test whether the experiments are reliable and whether the samples chosen reasonable. We calculated the correlation value between every two samples based on normalized expression results and draw a correlation heat map (Figure 2C). 

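The correlations were recomputed as Pearson's r of log2(FPKM + 1) over the 14087 genes with at least 1 FPKM in at least 3 of the 16 samples. Genes are not independent replicates, and r between whole transcriptomes is high for any pair from 1 tissue. Over the 14 samples, the lowest r between any pair was 0.945, and the SD of all r was 0.0125. The median r within a group was 0.990 in sham, 0.992 on TCI day 1, 0.986 on day 7 and 0.979 on day 14. Against the sham samples the median r was 0.990 on day 1, 0.965 on day 7 and 0.975 on day 14, so that day 1 samples lay as close to sham samples as sham samples lay to each other. With Spearman's rho the lowest value of the 14 samples was 0.942.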

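On log2(FPKM + 1), sample 2 of TCI day 1 had a median r of 0.983 with the 15 other samples (lowest 0.921), within the range of the samples that were kept. Sample 3 of TCI day 7 had a median r of 0.926 (0.911 to 0.945), below that of every other sample. The scale of the values moved these correlations most. On untransformed FPKM the medians were 0.935 for sample 2 of day 1 and 0.710 for sample 3 of day 7, against a lowest median of 0.959 among the 14 samples of the paper. On that scale sample 3 of day 7 had an r between 0.637 and 0.733 with the 15 other samples, and the lowest of these was the r between the 2 samples.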

Sample 2 from Day 1 and sample 3 from Day 7 after TCI treatment were excluded from the final statistics due to low correlation (R < 0.8). Besides, the principal component analysis (PCA) was performed to assess the degree of data dispersion. DRG tissues collected from groups of sham control and those 1, 7, and 14 days after TCI treatment were dramatically separated from each other’s (Figure 2D).

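In a principal component analysis of the centered log2(FPKM + 1) values of the 14 samples, the first component held 54.6% of the variance, the second 9.11% and the third 6.70%. On the first component the 4 sham samples lay between -26.4 and -20.5 and the 3 TCI day 1 samples between -21.2 and -19.0, so that these groups overlapped (exact permutation test, two-sided, p = 0.229). They also overlapped on the second (exact permutation test, p = 0.429) and the third component (exact permutation test, p = 0.171). All day 7 samples (19.9 to 32.6) and all day 14 samples (6.38 to 41.5) lay apart from sham on the first component, each with an exact permutation p = 0.0286, the smallest that these group sizes allow. Days 7 and 14 did not differ on it (exact permutation test, p = 0.400). The mean distance between a sham and a day 1 sample over all genes was 30.1, against 28.9 between sham samples and 27.7 between day 1 samples. Between sham and day 7 it was 58.7, and between sham and day 14 it was 53.3.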

**FIGURE 2:**
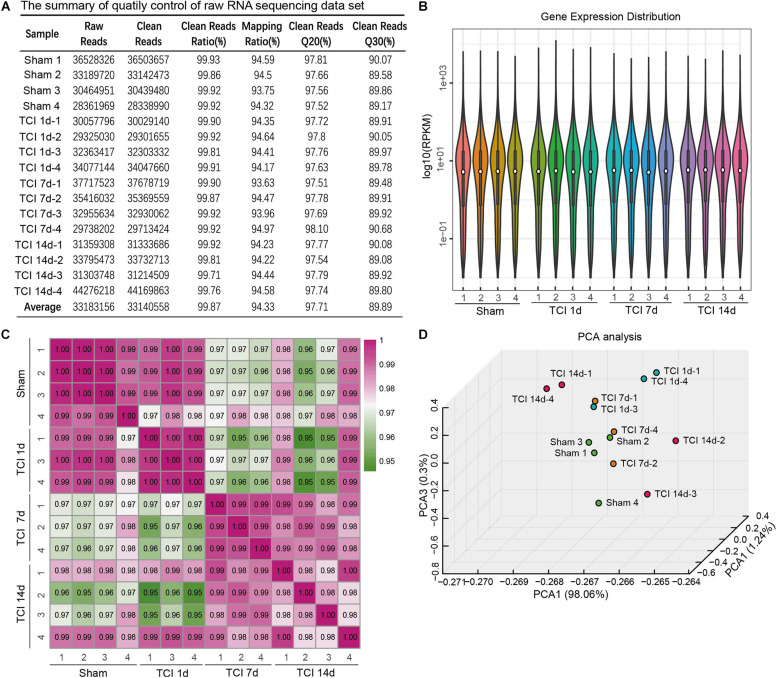
The quality of RNA-seq data from each of the DRG samples. **(A)** Summary of raw RNA sequencing data set from16 samples, including raw reads number, clean reads number, clean reads ratio, mapping ratio, and percentage of clean reads as well as Q20 (Phred quality scores Q) and Q30. **(B)** Distribution of gene expression levels in each of the samples. RPKM: Reads Per Kilobase Million. **(C)** Heatmap of the correlations between every two samples from each of the groups with the Pearson test. **(D)** Principal component analysis (PCA) of all the samples.

Next, we examined transcriptome changes in the different stages of bone cancer and BCP development. DEGs screening was performed to filter the DEGs with the cut-offs of | log2 FC| ≥ 1 and normalized *P* value, q value ≤ 0.001 between two comparable groups for further functional analysis. 

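The same cut-offs were applied here to limma's log2 fold changes and Benjamini-Hochberg adjusted p-values. The test covered the 14023 genes with at least 1 FPKM in at least 3 of the 14 samples, or 14087 genes when all 16 samples were used. The fold change is that of log2(FPKM + 1). A test on read counts could not be run on FPKM.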

The representative distributions of up- and down-regulated or no-change genes between the compared groups were shown in the volcanos in Figures 3A–F, in which the red- and green-dots represent up- and down-regulated genes, respectively. One day after TCI treatment when there was no bone destruction and painful behavior exhibited, there were 136 genes up-regulated and 130 genes down-regulated. 

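On TCI day 1, 0 genes were higher and 0 genes were lower than in sham at these cut-offs, with 3 and 4 samples. An unadjusted p under 0.05 was found for 734 of the 14023 genes, which is 5.23% of them, and the smallest adjusted p from limma was 0.736. Without a cut-off on p, 23 genes were higher and 19 genes lower by a log2 fold change of at least 1. The counts were again 0 and 0 over all 16 samples, with 713 genes at an unadjusted p under 0.05 and a smallest adjusted p from limma of 0.353. Both counts remained 0 under each alternative that was tried, among them a looser adjusted p of at most 0.05.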

On day 7 after TCI when TCI-induced pain had been well developed (also see Figures 1A–D) with bone destruction (Figures 1E–K), differential gene expression reached its peak. There were 1744 genes up-regulated and 92 genes down-regulated compared to the sham group. These dramatic changes of bulk of genes lasted for at least one week, there were 1133 genes up-regulated and 117 genes down-regulated detected on day 14 after TCI compared to the sham group. 

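On TCI day 7, 257 genes were higher than in sham and 0 were lower, while 4378 genes had an unadjusted p under 0.05 in either direction. Over all 16 samples 335 genes were higher and 0 lower, with 4838 at an unadjusted p under 0.05, and 227 of the 257 genes were among the 335. The count of higher genes ranged from 49 to 471 when each sample was left out in turn, and array quality weights, chosen after seeing the data, gave the highest count, 577. The largest increases among genes whose groups did not overlap were those of Ccl5, Lyc2 and Fcgr3a. Ccl5 (Entrez gene 81780), which encodes a chemokine that attracts T cells and monocytes, rose from 1.2 ± 0.654 FPKM (SD, n = 4) in sham to 68.6 ± 35.8 (SD, n = 3), a log2 fold change of 4.90 (standard error 0.433, adjusted p = 3.93e-05 from limma). Lyc2 (688047), a lysozyme gene, rose from 4.30 ± 4.42 to 93.8 ± 12.7 FPKM, a log2 fold change of 4.58 (standard error 0.601, limma's adjusted p = 0.000297). With a pseudocount of 0.1 it no longer passed (limma's adjusted p = 0.00141). Fcgr3a (304966), which encodes a receptor for immunoglobulin G, rose from 0.338 ± 0.289 to 23.0 ± 3.35 FPKM, a log2 fold change of 4.18 (standard error 0.527, limma's adjusted p = 0.000238). In sample 3 of day 7, which the paper left out, these genes stood at 18.8, 51.8 and 10.95 FPKM, and over all 16 samples their log2 fold changes were 4.48, 4.37 and 3.93.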

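On TCI day 14, with 4 samples in either group, 90 genes were higher than in sham and 0 were lower, with 4198 genes at an unadjusted p under 0.05. With the other two samples added to the fit, 93 genes were higher and 0 lower, with 3222 at an unadjusted p under 0.05, and 76 of the 93 were among the 90. With only the day 14 and sham samples in the fit 4 genes were higher, the spread then being estimated from these 8 samples, and with all 4 groups in the fit 362 were at an adjusted p of at most 0.05 from limma. Ccl5 stood at 53.7 ± 40.8 FPKM (SD, n = 4), a log2 fold change of 4.45 (standard error 0.401, adjusted p = 8.72e-05 from limma), and Lyc2 at 79.7 ± 57.1 FPKM, a log2 fold change of 4.14 (standard error 0.556, limma's adjusted p = 0.000709), which a pseudocount of 0.1 raised to limma's adjusted p = 0.00208, above the cut-off. Cxcl9 (246759), a chemokine gene induced by interferon, stood at 76.3 ± 83.4 FPKM against 2.47 ± 1.42 in sham, a log2 fold change of 3.99 (standard error 0.522, limma's adjusted p = 0.000691).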

We also noted that, compare to day 7 after TCI, there were 129 DEGs up-regulated and 511 DEGs down-regulated on day 14 (Figure 3G). These results indicate that a large number of genes in DRG were involved in the development of bone cancer and BCP. 

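Between TCI day 14 and day 7, 0 genes were higher and 2 genes were lower on day 14, with 1396 genes at an unadjusted p under 0.05. The 2 genes are named here after their values were seen. Pla2g2a fell from 4.58 ± 0.927 FPKM (SD, n = 3) on day 7 to 0.502 ± 0.205 (SD, n = 4) on day 14, a log2 fold change of -1.89 (standard error 0.125, limma's adjusted p = 1.84e-05). Gzma, which encodes a protease of cytotoxic lymphocytes, fell from 3.06 ± 0.416 to 0.263 ± 0.25 FPKM, a log2 fold change of -1.70 (standard error 0.136, limma's adjusted p = 9.41e-05). Sample 3 of day 7 stood at 1.92 FPKM of Pla2g2a and 4.02 FPKM of Gzma. When the fit held all 16 samples, Gzma alone was lower and 0 genes were higher, with 1791 genes at an unadjusted p under 0.05.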

Interestingly, these gene expression alterations are highly synchronized with the development of BCP and shows different patterns among the different stages of BCP development, but not always synchronized with the development of bone cancer exhibited with bone destruction (Figure 3G). We also analyzed the unique or shared genes between each paired group, and the number of DEGs were represented by a Venn diagram (Figure 3H). 

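Of the genes that passed the cut-offs against sham, 175 passed on TCI day 7 only, 8 on day 14 only and 82 on both days. As no gene passed on day 1, the day 1 part of such a diagram was empty, and 0 genes were shared by all 3 days. These counts were 244, 2 and 91 over all 16 samples. At an adjusted p of at most 0.05 from limma with the same fold change, 217 genes passed on day 7 only, 26 on day 14 only and 337 on both days.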

On day 1, 7, and 14 after TCI, 75, 742, and 174 genes were found unique on each of these days, while 113 genes were shared in the three examined days. These results show majority of the altered genes, approximately 82% [817 (75+742) out of 991(817+174)], were involved in the early development of bone cancer and BCP after TCI treatment, while 174 of the altered genes were responsible for maintaining the late persistence of BCP and perhaps the cancer development. These findings reveal that the major gene expressional and functional changes occur in the first week after TCI, suggesting that the altered gene expression occurred in the early-stage after TCI and may play a decisive role in cancer development and BCP induction.

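Genes that passed on day 1 or day 7 only made up 95.6% of the genes that passed on 1 day only, all of them from day 7, and 99.2% with all 16 samples. A gene can pass on 1 day and miss the cut-off on another without differing between these days. Of the 257 genes higher on day 7, all 257 were also higher than sham on day 14, 240 of them at an adjusted p of at most 0.05 from limma, and in 233 the increase was smaller on day 14. Their median log2 fold change was 0.06 on day 1, 1.92 on day 7 and 1.38 on day 14. These genes were chosen for their difference on day 7, so a smaller one on other days follows in part from that choice. Of the 90 genes higher on day 14, chosen for that day, the increase was smaller on day 7 in 32, with a median of 2.42 on day 7 and 2.37 on day 14.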

**FIGURE 3:**
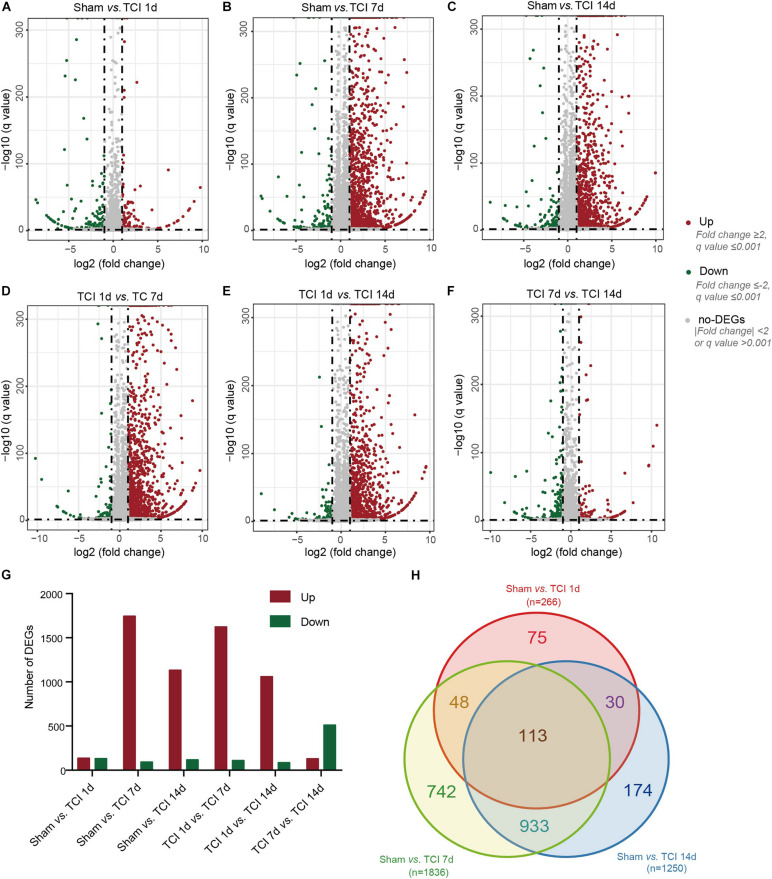
Dynamic alterations of DEGs in DRG ipsilateral to TCI treatment. **(A-F)** Volcano plot of all the differentially expressed genes from pairs of comparable groups. Log2 (fold change) is plotted as the abscissa and –log10 (Corrected *P* Value) is plotted as the ordinate. Each dot represents a single gene (red dots = up-regulated genes; green dots = down-regulated genes; gray dots = genes with no significant difference). **(G)** Comparison of up- and down-regulated DEGs between groups. **(H)** A Venn diagram presents DEGs that are unique or shared in each of the paired groups.

### Gene Ontology Analysis of DEGs

To further understand the biological process, cellular component, and molecular functions of the DEGs associated with the development of bone cancer and BCP following TCI treatment, we used GO analysis to perform enrichment analysis and classifications. 

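No gene passed the cut-offs on TCI day 1, so no over-representation could be computed for that day. A list of 50 genes of skeletal muscle fibers, drawn up in advance, was followed in its place, and 15 of them reached the expression needed for the test. The mean log2(FPKM + 1) over the 50 genes was 0.72 ± 0.01 (SD, n = 3) on day 1 and 1.16 ± 0.86 (SD, n = 4) in sham, a difference of -0.44 (exact permutation test, two-sided, p = 0.486). The large SD of sham came from sham sample 4, which stood at 2.44, and without it the difference was -0.01. Sample 2 of day 1, which the paper left out, stood at 0.72. With it the difference was -0.44 (exact permutation test, p = 0.114). On day 7 the mean was 0.77 ± 0.03 over the 3 samples of the paper (exact permutation test against sham, p = 1) and 6.88 in sample 3, the other sample left out. On day 14 it was 0.80 ± 0.07 (SD, n = 4).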

GO analysis identified that biological processes including “actin binding” and “actin filament binding”, the cellular component “myofibril”, and the molecular function term “muscle contraction” were significantly enriched on day 1 after TCI (Figure 4A). These results suggest that these DEGs associated with muscle tissue regeneration responded to TCI treatment quickly and were involve in the initial responses to cancer development and the initiation of BCP induction. Further, on day 7 and 14 after TCI, the enriched biological processes were those representing immune processes, including “T cell activation”, “defense response to other organisms”, “leukocyte mediated immunity”, and “adaptive immune response”, the enriched cellular components were the “external side of plasma membrane”, and the molecular function terms were “carbohydrate binding”, “cytokine binding”, and “cytokine receptor activity” (Figures 5B–D). These results demonstrate strong immune processes and the intracellular signaling transduction of carbohydrate and cytokine starting from day 7 and lasted at least to the 14 days after TCI treatment that were critical period of time for the development of bone cancer and BCP. 

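Lists of immune genes were set against the genes that passed the cut-offs, with the tested genes as background and p adjusted over 20 combinations of list and day. Of 15 T cell genes, 9 passed on TCI day 7 (odds ratio 83.2, Fisher's exact test, adjusted p = 3.69e-12) and 4 on day 14 (odds ratio 58.9, adjusted p = 6.84e-06). Of 15 macrophage genes, 12 passed on day 7 (odds ratio 225, Fisher's exact test, adjusted p = 3.21e-18) and 9 on day 14 (odds ratio 258, adjusted p = 2.97e-16). Of 35 genes of the major histocompatibility complex and antigen presentation, among which reads can be shared between near-identical copies, 19 passed on day 7 and 20 on day 14. As a mean of log2(FPKM + 1) over the list, the T cell genes stood at 0.34 ± 0.07 in sham, 0.36 ± 0.03 on day 1, 1.86 ± 0.45 on day 7 and 1.52 ± 0.51 on day 14, with every day 7 and day 14 sample above every sham sample (exact permutation test, two-sided, p = 0.0286 on both days). The macrophage genes stood at 2.27 ± 0.29, 2.28 ± 0.10, 4.76 ± 0.21 and 4.20 ± 0.65. Each p of 0.0286 became 0.0756 after adjustment over the 45 set comparisons of this kind. In the samples left out, the T cell mean was 0.38 in sample 2 of day 1 and 1.11 in sample 3 of day 7, and with them the day 7 difference from sham was 1.34 in place of 1.53.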

Token together, these findings suggest important mechanisms underlying the development of bone cancer and BCP induction and that different transcriptome profiles are involved in the initiation/induction within a couple of days and the subsequent development of BCP.

**FIGURE 4:**
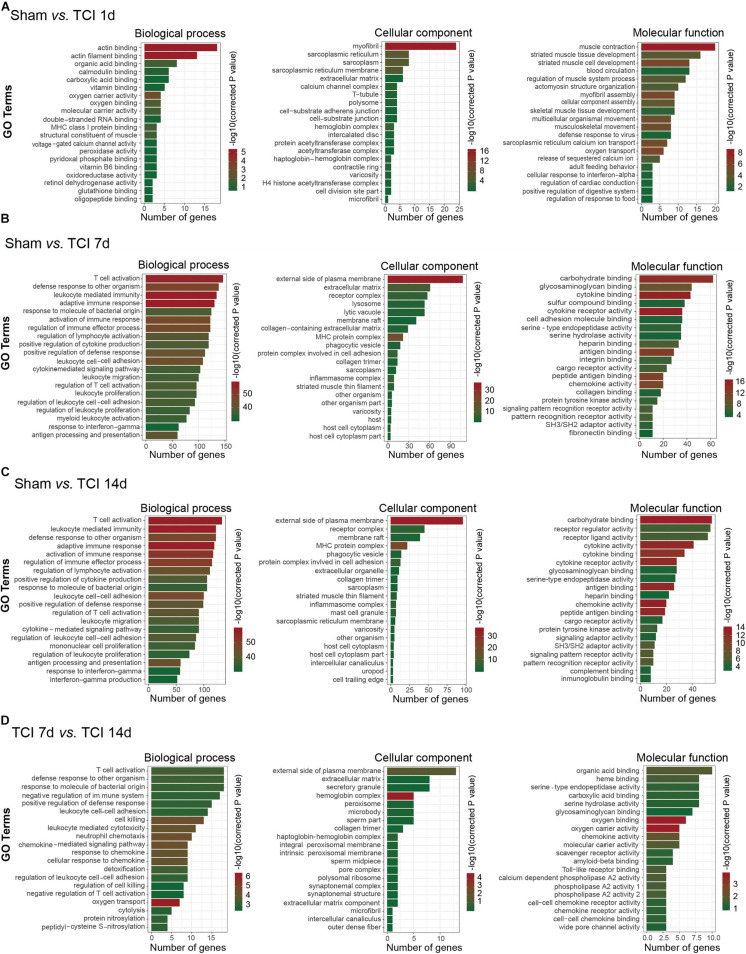
Functional analyses of DEGs in DRG from different stages. **(A–D)** Gene ontology (GO) analysis showing the enrichment of DEGs in biological process, cellular component, and molecular function from pairs of comparable groups. The top 20 significantly enriched GO terms determined by –log10 (corrected *P* value) are plotted as the ordinate and the enriched gene number is plotted as the abscissa.

**FIGURE 5:**
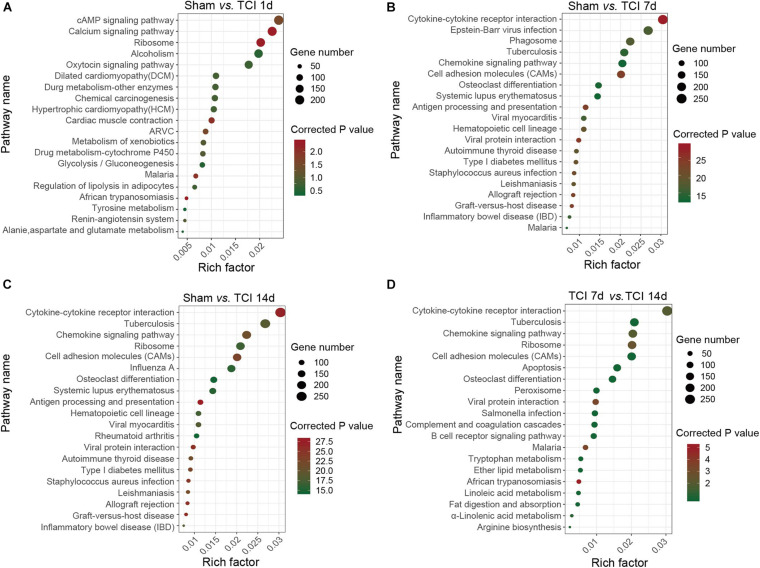
KEGG classifications of DEGs in DRG. **(A–D)** The comparison of pathway enrichment from pairs of comparable groups. The top 20 KEGG terms determined by the rich factor is plotted as the ordinate. The rich factor is plotted as the abscissa. The gene number involved in each pathway is represented by the size of the dots. ARVC: Arrhythmogenic right ventricular cardiomyopathy.

### Analysis of TOP20 KEGG Pathways

To identify the major signaling pathways involved in the initial responses of DRG to development of cancer and BCP, we continued to analyze DEGs for KEGG pathway enrichment. 

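The members of the cAMP and calcium signaling pathways were not listed with the paper and were not analysed here. The 87 genes of cytosolic ribosomal proteins had a mean log2(FPKM + 1) of 6.75 ± 0.05 (SD, n = 4) in sham and 6.87 ± 0.03 (SD, n = 3) on TCI day 1, a difference of 0.11 with all 3 samples above every sham sample (exact permutation test, two-sided, p = 0.0571, and 0.135 after adjustment over 45 set comparisons). With sample 2 of day 1, which stood at 6.89, the difference was 0.12 (exact permutation test, p = 0.0286, adjusted 0.0714). The difference was larger on day 7, at 0.47, and on day 14, at 0.37. None of the 82 ribosomal protein genes tested passed the cut-offs on days 7 and 14.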

Our results showed that the significantly enriched DEGs were in the classifications of “cAMP signaling pathway”, “Calcium signaling pathway”, and “Ribosome” on day 1 after TCI (Figure 5A). However, on day 7 and 14 after TCI, the significantly enriched DEGs were “Cytokine-cytokine receptor interaction (CCRI)”, Epstein-Barr virus infection”, “Phagosome”, and “Tuberculosis” (Figures 5B–D). 

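The paper's list of pathway genes was not used here. In its place stood 268 genes of cytokines, chemokines and their receptors, chosen by their symbols, of which 129 were tested. On TCI day 7, 11 of the 129 passed the cut-offs, which was 8.53% of them against 1.83% of all tested genes (odds ratio 5.17, Fisher's exact test, adjusted p = 7.14e-05). On day 14 it was 5 of 129, or 3.88% against 0.642% (odds ratio 6.55, Fisher's exact test, adjusted p = 0.00319). When p was adjusted over the 129 genes alone, 26 passed on day 7, 18 on day 14 and 0 on day 1, where 4 had an unadjusted p under 0.05. The odds ratios were smaller than those of the T cell and macrophage genes. Those are short lists of cell type genes and not KEGG pathways, so the paper's ranking of pathways was not tested.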

Notably, CCRI exhibited the most significant changes on days 7 and 14 after TCI. These results suggested that cAMP and calcium signaling pathways are the major processes in the initial responses of DRG to the TCI treatment including cancer development and initiation of BCP induction, while cytokine signaling and other cell-defense related pathways mainly contribute to the development of bone cancer and the subsequent development of BCP, in which CCRI may play the most important roles.

### Divergent Gene Expression Patterns of Ion Channels Following TCI Treatment

We know that certain ion channels have been proved to be involved in the development of BCP (Julius and Basbaum, 2001; Peters et al., 2005; Mantyh, 2006; Breivik et al., 2009; Joyce and Pollard, 2009; Cao et al., 2010; Qiu et al., 2012, 2014; Wu et al., 2012; Fang et al., 2015; Liu et al., 2018a). Given that the external side of plasma membrane of the cellular component was important during the period of 7-14 days after TCI (see the middle columns in Figures 4B–D). We continued to examine the gene expression patterns by multiple of difference in ion channels during the development of bone cancer and BCP, on day 1, 7, and 14 after TCI treatment (Figure 6A). The statistical analysis showed that all the ion channel DEGs (*n* = 166 in each group) were altered in each comparable group starting from day 1 and remained to day 7 and 14 after TCI. 

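The 184 genes of sodium, calcium, potassium, transient receptor potential, cyclic nucleotide-gated, ryanodine receptor and acid-sensing channels chosen by symbol stand here for the paper's list, and 129 of them were tested. On the log2(FPKM + 1) scale, 39 of the 129 (30.2%) were higher than sham on TCI day 1, 45 (34.9%) on day 7 and 42 (32.6%) on day 14. A direction by sign alone includes differences far smaller than the spread between samples. A log2 fold change of at least 1 was reached by 0 genes on day 1, 1 gene on day 7 and 0 genes on day 14, and 2 or more by none on any day. That gene was Kcnj13, at 2.84 ± 0.462 FPKM (SD, n = 3) on day 7 and 0.900 ± 0.358 (SD, n = 4) in sham, with a log2 fold change of 1.03 (standard error 0.167, adjusted p = 0.00113 from limma). Over all 16 samples, 23.8, 26.2 and 33.1% of 130 genes were higher and none reached a log2 fold change of 1. By the ratio of group mean FPKM without a pseudocount, 12 of 182 genes (6.59%) reached it on day 7 over the 14 samples and 21 (11.5%) over all 16, the latter chosen after seeing the data.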

Approximately 33%∼40% genes were up-regulated, in which genes with | log2 FC| ≥ 1 (10%) and | log2 FC| ≥ 2 (4%) were peaked on day 7 and declined to sham control level on day 14. In contrast, of the 166 DEGs, approximately total 60∼67% genes were down-regulated (Figure 6B). 

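Over the 129 tested genes, 90 (69.8%) were lower than sham on TCI day 1, 84 (65.1%) on day 7 and 87 (67.4%) on day 14, and none of them fell by a log2 fold change of 1. By the ratio of group mean FPKM, which includes genes with values near 0, 9, 7 and 4 of 182 genes did on the 3 days. The mean log2(FPKM + 1) over the 184 genes was 2.44 ± 0.03 (SD, n = 4) in sham. On day 1 it fell by 0.04, with an SD of 0.02 between the 3 samples (exact permutation test, two-sided, p = 0.143). On day 7 it was 2.43 ± 0.03 (exact permutation test, p = 0.543) and on day 14 it was 2.42 ± 0.04 (exact permutation test, p = 0.429). The samples that the paper left out had the lowest means, with 2.37 in sample 2 of day 1 and 2.33 in sample 3 of day 7, and with them the tests gave p = 0.0571 on day 1 and 0.286 on day 7 (exact permutation test). At an adjusted p of at most 0.05 from limma, with no limit on the fold change, 18 ion channel genes were lower and 11 higher on day 7, and 6 were lower and 7 higher on day 14. With p adjusted over the 129 genes alone these totals of 29 and 13 became 31 and 8, and on day 1 the total was 0 either way, with 10 genes at an unadjusted p under 0.05.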

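Of the ion channel genes above sham by sign over the 14 samples, 15 were higher on all 3 days. Those higher on 1 day only were 12 of 39 (30.8%) on TCI day 1, 9 of 45 (20.0%) on day 7 and 6 of 42 (14.3%) on day 14. The shares were 29.0, 17.6 and 27.9% over all 16 samples, so that their order was not the same. These counts go by sign alone, with no test behind them.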

Further analysis showed that most of the up-regulated ion channel genes on day 1, 7, and 14 after TCI treatment were shared, while there were approximately 28% (15/54, day 1), 17% (10/60, day 7), and 18% (12/67, day 14) up-regulated genes were unique and seen only on the specific day after TCI treatment (Figure 6C). 

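Of the ion channel genes below sham by sign, 60 were lower on all 3 days over the 14 samples. Lower on 1 day only were 15 of 90 (16.7%) on TCI day 1, 6 of 84 (7.14%) on day 7 and 6 of 87 (6.90%) on day 14. Over all 16 samples 68 genes were lower on all 3 days, and the shares on 1 day only were 13.1, 7.29 and 4.60%.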

In consistent, most of the down-regulated genes on day 1, 7, and 14 after TCI treatment were also shared, while approximately 20% (22/112, day 1), 9.5% (10/105, day 7), and 6% (6/99, day 14) down-regulated genes were unique and seen only on the specific day after TCI treatment (Figure 6D). 

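Among the ion channel genes that Figures 6E–G name, those of skeletal muscle fibers were high in single samples. Ryr1 (114207), which encodes the ryanodine receptor of skeletal muscle, stood at 0.235 ± 0.284 FPKM in sham (SD, n = 4) and 0.130 ± 0.0173 in the 3 day 7 samples of the paper (SD, n = 3), a log2 fold change of -0.10, and at 70.3 FPKM in sample 3 of day 7, which the paper left out. Cacng1 (29658) was listed at 0 in the 3 samples and stood at 65.5 FPKM in sample 3. The corresponding values were 0.0433 ± 0.0208 and 21.7 FPKM for Cacng6 (140727), 0.0700 ± 0.0265 and 52.9 FPKM for Cacna1s (682930), 0.10 ± 0.0265 and 16.0 FPKM for Kcna7 (365241), and 0.713 ± 0.0404 and 18.7 FPKM for Scn4a (25722). Over the paper's samples all 6 genes were lower on day 7 than in sham, where sham sample 4 stood at 0.66 FPKM for Ryr1 (0.07 to 0.12 in the other sham samples) and 1.31 for Cacna1s (0.09 to 0.11). Without that sample Ryr1 and Cacng6 were higher on day 7, by 0.048 and 0.037 in log2, and the remaining 4 stayed lower, by 0.013 to 0.088. Only Scn4a was expressed enough to be tested (log2 fold change -0.16, standard error 0.109, adjusted p = 0.361 from limma). With all 16 samples the 6 log2 fold changes became 1.39, 1.22, 1.06, 1.11, 0.96 and 0.72, and the SD of each exceeded its mean on day 7. Kcnk6 (116491) was higher in every day 7 sample, at 3.08 ± 0.376 FPKM against 1.27 ± 0.154 in sham, a log2 fold change of 0.84 (standard error 0.131, adjusted p = 0.000877 from limma). With a pseudocount of 0.1 its log2 fold change was 1.22, which passed both cut-offs (limma's adjusted p = 0.00077). Kcnu1, Cngb3 and Kcnk15 had mean values below 0.03 FPKM in every group, where the values rounded by the authors hold 1 or 2 digits.

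**Figure D1:**
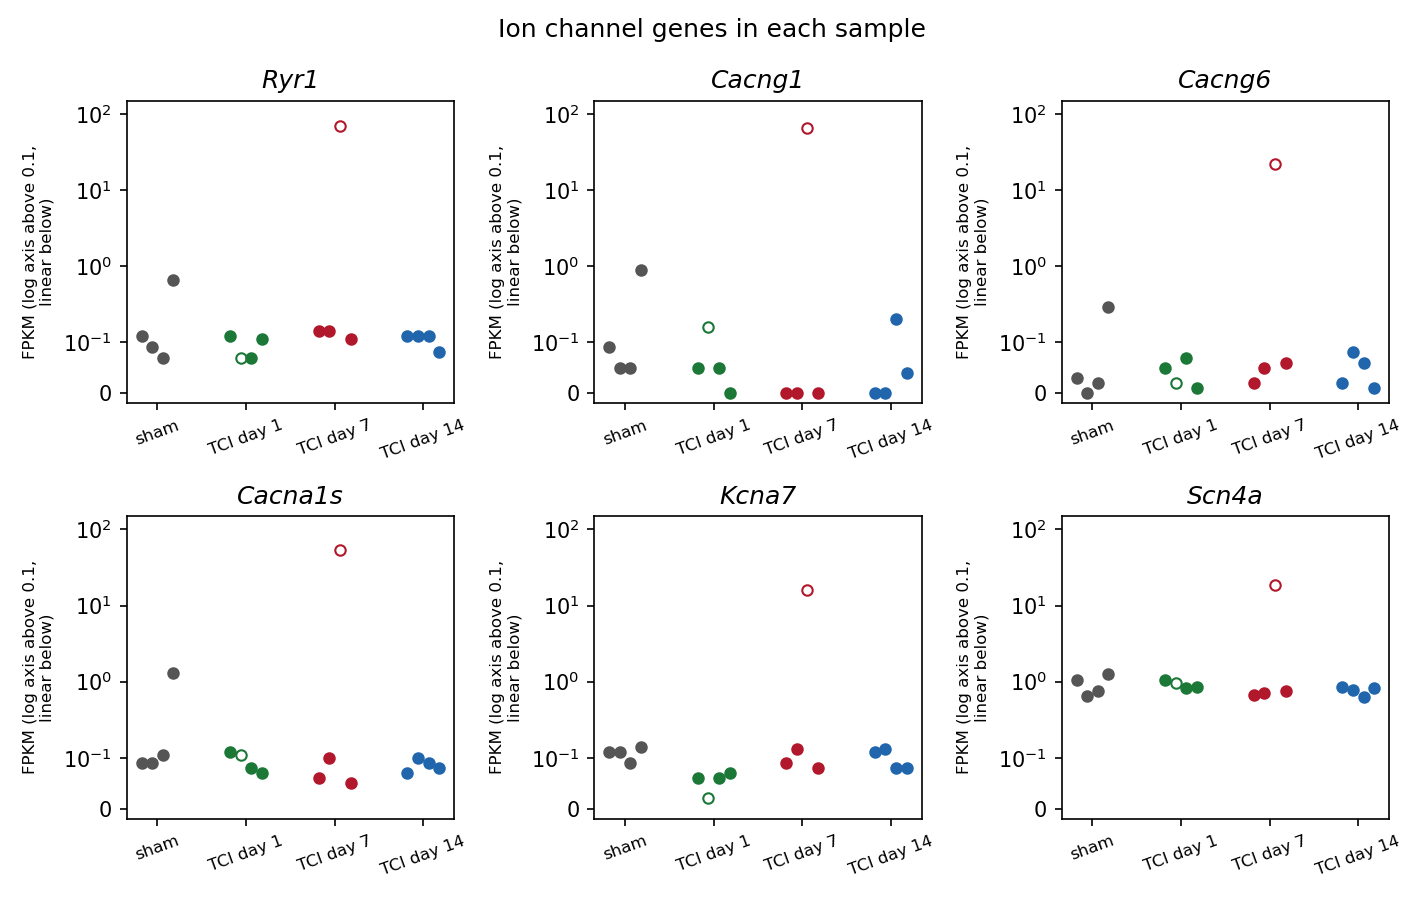
FPKM of 6 ion channel genes in each of the 16 samples, grouped as sham, TCI day 1, TCI day 7 and TCI day 14, on a vertical axis that is logarithmic except near 0. Filled points are the 14 samples that the paper used and open points the 2 it left out. In each panel the open point of day 7 stands above all others, at 70.3 FPKM for Ryr1, and sham sample 4 is the highest filled point.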

The up- or down-regulated top 10 genes with | log2 FC| ≥ 1, were shown by histograms in each comparable group (Figures 6E–G).

**FIGURE 6:**
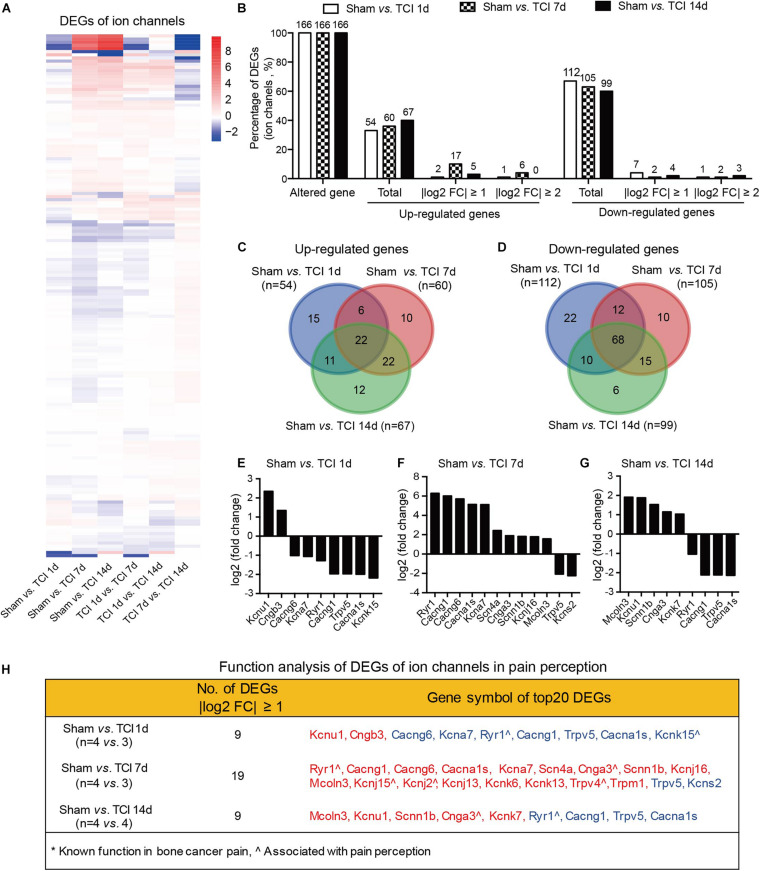
Dynamic gene expression profiles of ion channels during the development of BCP. **(A)** Heatmaps depicting expression patterns for genes encoding ion channels from pairs of comparable groups. Up- or down-regulated genes are presented as the indicated color bars (red to blue). **(B)** Histogram showing the statistics of DEGs for ion channels. The number and percentage of the altered gene, up- and down-regulated gene in total, with | log2 FC| ≥ 1 and | log2 FC| ≥ 2. **(C,D)** Venn diagrams shows numbers of up- **(C)** and down-regulated **(D)** DEGs that are unique or shared in each paired group. **(E-G)** Plot data showing the top 10 up- or down-regulated genes for ion channels, ranked by multiple of difference (only genes with | log2 FC| ≥ 1 were plotted). **(H)** Function analysis of top 20 DEGs for ion channels that are considered associated with pain perception. DEGs with different symbols from the encoded proteins include Kcnu1 (Kca5.1), Cngb3 (cyclic nucleotide-gated cation channel beta-3), Cacng6 (voltage-dependent calcium channel gamma-6 subunit), Kcna7 (Kv1.7), Cacng1 (voltage-dependent calcium channel gamma-1 subunit), Cacna1s (Cav1.1), Kcnk15 (potassium channel subfamily K member 15), Scn4a (Nav1.4), Cnga3 (cyclic nucleotide-gated cation channel alpha-3), Scnn1b (SCNEB), Kcnj16 (Kir5.1), Mcoln3 (TRPML3), Kcnj15 (Kir4.2), Kcnj2 (Kir2.1), Kcnj13 (Kir7.1), Kcnk6 (TWIK-1), Kcnk13 (THIK-1), Kcns2 (Kv9.2).

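Ryr1, Cnga3, Kcnj2 and Trpv4 all had means below 1 FPKM in the day 7 samples that the paper used. Kcnj2 (29712) stood at 0.783 ± 0.127 FPKM (SD, n = 3) on TCI day 7 and 0.498 ± 0.111 (SD, n = 4) in sham, a difference of 0.25 on the log2(FPKM + 1) scale (exact permutation test, two-sided, p = 0.0286). Trpv4 (66026) stood at 0.690 ± 0.0872 and 0.348 ± 0.0411 FPKM, a difference of 0.33 (exact permutation test, p = 0.0286). These tests were added after the values were seen, and the p of both genes was 0.0571 after adjustment over the 4 genes. Cnga3 (85257) was listed at 0.01 to 0.03 FPKM in all 14 samples, close to the smallest value that the tables can hold. For Ryr1 the exact permutation p was 0.971, and for Cnga3 it was 0.143. In sample 3 of day 7, Cnga3 stood at 0.05, Kcnj2 at 3.05 and Trpv4 at 0.97 FPKM, and with it the differences of Kcnj2 and Trpv4 were 0.55 and 0.38.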

We also performed function analysis of the top 20 DEGs of ion channels in pain perception by literature retrieval and found that many have been suggested to be associated with pain perception, e.g., Ryr1(encoding ryanodine receptor, RyR1) (Ferrari et al., 2016), Cnga3 (encoding cyclic nucleotide-gated ion channel α3, CNGA3) (Heine et al., 2011), Kcnj2 (encoding inwardly rectifying potassium channel 2.1, Kir2.1) (Ma et al., 2010), Trpv4 (encoding transient receptor potential vanilloid 4, TRPV4) (Todaka et al., 2004), surprisingly, none of them to be associated with cancer pain (Figure 6H). This finding reminds us that screening genes that are related to the development of bone cancer and BCP is a necessary and urgent work in order to understand the pathogenesis of bone cancer and the associated pain.

### Divergent Gene Expression Patterns of Cytokine Signaling Following TCI Treatment

The cytokine signaling pathways have been proved to be involved in BCP (Julius and Basbaum, 2001; Peters et al., 2005; Mantyh, 2006; Breivik et al., 2009; Joyce and Pollard, 2009; Cao et al., 2010; Qiu et al., 2012, 2014; Wu et al., 2012; Fang et al., 2015; Liu et al., 2018a). Given the ion channel gene expression patterns during the early period of development of bone cancer and BCP, we continued to show the gene expression patterns by multiple of difference in the most relevant KEGG pathway, the CCRI pathway on day 7 and 14 after TCI treatment (Figure 7A). In CCRI pathway, approximately 93-98% genes (134, 141, and 141 in different groups out of 144 total) were detected altered on day 1, 7, and 14 versus sham after TCI treatment. 

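Of the 129 cytokine and receptor genes tested, 73 (56.6%) were higher than sham on TCI day 1, 106 (82.2%) on day 7 and 102 (79.1%) on day 14. A log2 fold change of at least 1 was reached by 0, 35 (27.1%) and 32 (24.8%) genes, and of at least 2 by 0, 13 (10.1%) and 8 (6.20%). At an adjusted p of at most 0.05 from limma, 33 of the 35 and 29 of the 32 were higher. The shares of higher genes were 61.1, 79.4 and 79.4% over all 16 samples. On day 7, 28 of 68 genes (41.2%) of the narrow list had a log2 fold change of at least 1, and so did 104 of 258 genes (40.3%) by the ratio of group mean FPKM, which adds no pseudocount and includes genes with values near 0.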

There were ∼61% (88/144), ∼91% (131/144), and 90% (130/144) genes up-regulated on day 1, 7, and 14, respectively, in which genes with | log2 FC| ≥ 1 (∼76%) and | log2 FC| ≥ 2 (∼63%) were peaked at day 7 and most of the up-regulation remained up till the last examination on day 14 (49 and 40%, respectively). On the other hand, the down-regulated genes were 33% (day 1), 7% (day 7), and 8% (day 14), and genes with | log2 FC| ≥ 1 were ranged from 3%∼6% and | log2 FC| ≥ 2 were rarely detected (Figure 7B). 

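Lower than sham were 56 of the 129 cytokine and receptor genes (43.4%) on TCI day 1, 23 (17.8%) on day 7 and 27 (20.9%) on day 14. None fell by a log2 fold change of 1 on any day. By the ratio of group mean FPKM, which includes genes with values near 0, 25 of 256, 13 of 258 and 13 of 262 genes did. At an adjusted p of at most 0.05 from limma, 0 were lower on day 1, 2 on day 7 and 2 on day 14, none of which reached a log2 fold change of 1. Of the 131 genes tested over all 16 samples, 38.9, 20.6 and 20.6% were lower.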

Further analysis showed that most of the up-regulated CCRI genes on day 1, 7, and 14 after TCI treatment were shared, while there were 0% (0/88, day 1), 2.29% (3/131, day 7), and 1.54% (2/130, day 14) up-regulated genes unique and seen only on the specific day after TCI treatment (Figure 7C). Such alterations of CCRI genes are greatly different from that of ion channel genes, which had more unique genes in each of the different stages after TCI treatment (see Figure 6C). 

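By sign over the 14 samples, 63 cytokine and receptor genes were higher than sham on all 3 days. Those higher on 1 day only were 6 of 73 (8.22%) on TCI day 1, 5 of 106 (4.72%) on day 7 and 1 of 102 (0.980%) on day 14. They were 5 of 80, 3 of 104 and 1 of 104 genes over all 16 samples.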

As to the down-regulated CCRI genes, there were 32.6% (46 of total 141) genes down-regulated on day 1 after TCI treatment. However, only 7.1% (10/141) and 7.8% (11/141) genes were down-regulated on day 7 and 14 after TCI. 

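Of the 56 cytokine and receptor genes below sham by sign on TCI day 1, 36 (64.3%) were lower on that day only and 14 were lower on all 3 days. On days 7 and 14, 2 of 23 and 2 of 27 genes were lower on that day only. The mean over the whole list differed from sham by 0.02 on day 1, with an SD of 0.03 between the sham samples. Over all 16 samples 30 of 51 genes (58.8%) were lower on day 1 only.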

There were approximately 78% (36/46, day 1) down-regulated genes were unique (Figure 7D). 

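Among the genes that Figures 7E–G name, Tnfrsf14 (366518) rose from 0.215 ± 0.111 FPKM (SD, n = 4) in sham to 6.40 ± 1.93 on TCI day 7 (SD, n = 3), a log2 fold change of 2.58 (standard error 0.335, adjusted p = 0.000291 from limma), and to 6.61 ± 5.27 on day 14. Cxcr3 (84475) rose from 0.0600 ± 0.0183 to 4.31 ± 2.71 FPKM on day 7, a log2 fold change of 2.19 (standard error 0.302, limma's adjusted p = 0.000397). Csf2rb (171081) rose from 0.212 ± 0.0946 to 3.20 ± 0.243 FPKM, a log2 fold change of 1.79 (standard error 0.258, limma's adjusted p = 0.000536). When each sample was left out in turn, Csf2rb no longer passed the cut-offs on day 7 in 7 of 7 fits. Its log2 fold change stayed between 1.74 and 1.84. Tnfrsf14 and Cxcr3 no longer passed in 6 of 7. Cxcl13 (498335) and Cxcl11 (305236) missed the cut-off of 0.001 on both days, with log2 fold changes on day 14 of 3.88 (limma's adjusted p = 0.00323) and 3.08 (limma's adjusted p = 0.00444). With a pseudocount of 0.1 Cxcl11 passed on day 14 (log2 fold change 5.04, limma's adjusted p = 0.000924). Much of the day 14 mean of Cxcl13, 48.6 ± 74.2 FPKM, came from sample 2 of that day at 160 FPKM, the other 3 samples being at 10.7 to 12.8. Ccl11 (29397) differed between the day 7 samples, with 15.7, 1.12 and 3.76 FPKM in samples 1, 2 and 4 and 75.7 FPKM in sample 3, which the paper left out, against 0.20 ± 0.130 in sham (log2 fold change 2.21, limma's adjusted p = 0.0344). With this sample included Cxcr3 no longer passed (log2 fold change 1.88, limma's adjusted p = 0.00104), while Cxcl11 did on day 7 (log2 fold change 3.49, limma's adjusted p = 0.0007). Ifng (25712) and Il10 (25325) were listed at 0 in all sham samples and stood at 0.377 ± 0.282 and 0.177 ± 0.121 FPKM on day 7, too low to be tested.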

The top 10 genes, up- or down-regulated with | log2 FC| ≥ 2, were shown by histograms in each comparable group (Figures 7E–G).

**FIGURE 7:**
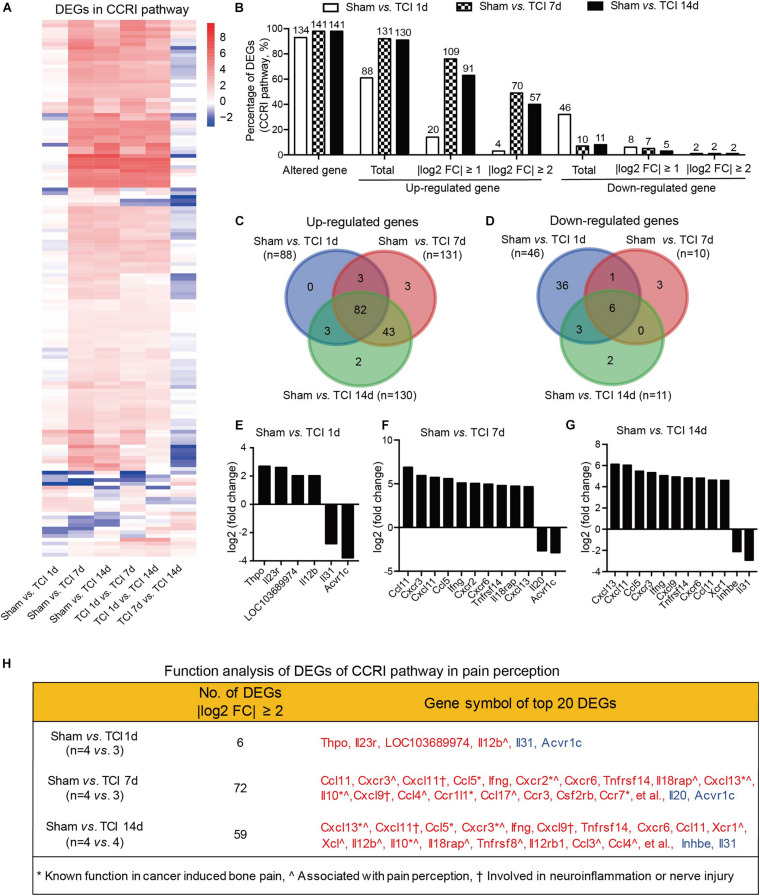
Dynamic gene expression profiles of cytokine-cytokine receptor interaction pathway during the development of BCP. **(A)** Heatmaps depicting expression patterns for genes encoding cytokine-cytokine receptor interaction pathway from pairs of comparable groups. Up- or down-regulated genes are presented as the indicated color bars (red to blue). **(B)** Histogram showing the statistics of DEGs for cytokine-cytokine receptor interaction pathway. The number and percentage of the altered gene, up- and down-regulated gene in total, with | log2 FC| ≥ 1 and | log2 FC| ≥ 2. **(C,D)** Venn diagrams present the number of up- **(C)** and down-regulated **(D)** DEGs that are unique or shared in each paired group. **(E-G)** Plot data showing the top 10 up- or down-regulated genes in cytokine-cytokine receptor interaction pathways, ranked by multiple of difference (only genes with | log2 FC| ≥ 2 were plotted). **(H)** Function analysis of top 20 DEGs in the cytokine-cytokine receptor interaction pathway that are considered associated with bone cancer pain, pain perception, as well as neuroinflammation or nerve injury. DEGs with different symbols from the encoded proteins include Acvr1c (activin A receptor type-1C), Il18rap (Interleukin 18 receptor accessory protein), Inhbe (inhibin βE subunit), Csf2rb (cytokine receptor common subunit beta).

We also performed function analysis of the top 20 DEGs from CCRI pathway in pain perception by literature retrieval and found that many have been known function in bone cancer pain or involved in neuroinflammation or nerve injury (Figure 7H). These alterations are again greatly different from the ion channel genes, in which none has been known function in bone cancer pain. These dynamic and distinct gene expression patterns demonstrate that the ion channels may be transiently involved in the very early stage (day 1-7) meanwhile cytokine signaling pathways involved in the later stages (day 7-14) of BCP development.

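Over the whole lists, the mean log2(FPKM + 1) of the 268 cytokine and receptor genes was 1.14 ± 0.03 (SD, n = 4) in sham, 1.17 ± 0.00439 on TCI day 1 (SD, n = 3; exact permutation test, two-sided, p = 0.343), 1.58 ± 0.06 on day 7 (SD, n = 3) and 1.49 ± 0.17 on day 14 (SD, n = 4). All day 7 and day 14 samples lay above all sham samples (exact permutation test, p = 0.0286 on both days, adjusted 0.0756 over 45 set comparisons). Days 14 and 7 differed by -0.08 (exact permutation test, p = 0.457). Sample 2 of day 1 and sample 3 of day 7, which the paper left out, stood at 1.2 and 1.62, and with them the differences from sham were 0.03 and 0.44. The ion channel genes did not differ between day 14 and day 7 either (-0.01, exact permutation test, p = 0.914). Over the 14 samples all their group means lay within 0.04 of sham. With all 16 samples their differences from sham were -0.048 on day 1 and -0.039 on day 7. Quantile normalization made their differences on days 7 and 14 larger in size. With it they were lower than sham on both days (exact permutation test, two-sided, p = 0.0286 for both). From the number and the timing of changed genes in these lists (Figures 6, 7), the paper proposes that ion channels take part transiently in the very early stage and cytokine signaling in the later stages of bone cancer pain.

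**Figure D2:**
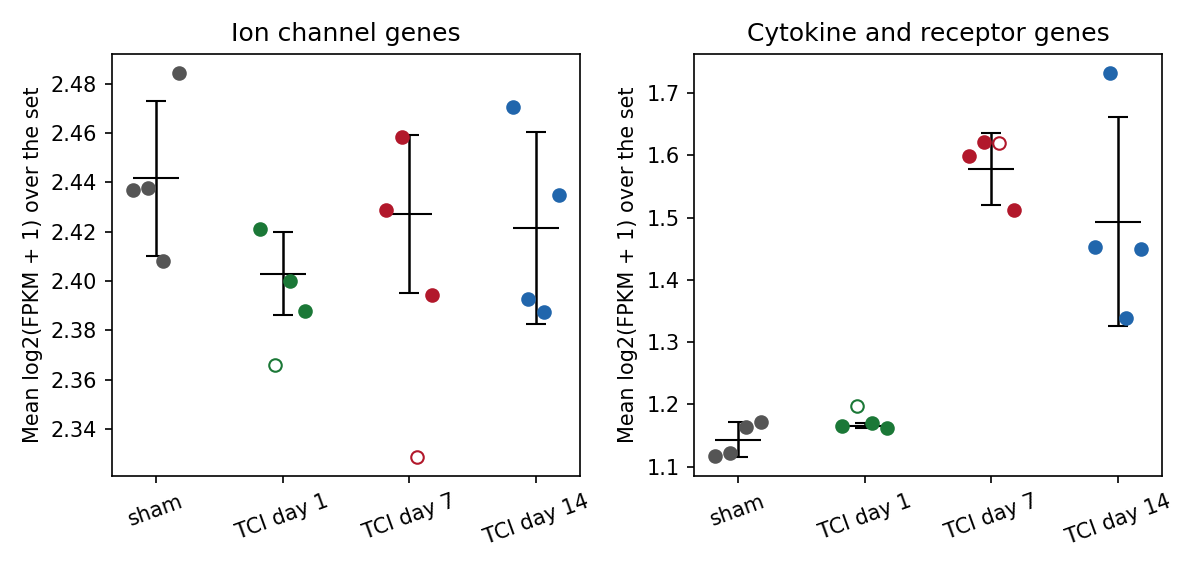
Mean log2(FPKM + 1) over the ion channel genes (left) and the cytokine and receptor genes (right) in each sample, by group. The vertical axes differ and do not start at 0. Filled points are the 14 samples that the paper used, open points the 2 it left out, and bars the mean ± SD of the filled points. The day 7 and day 14 points lie above all sham points on the right, while on the left the filled points of all groups overlap between 2.39 and 2.48.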

### Comparison of Transcriptomic Changes in Pain Models of Bone Cancer, Nerve Injury, and Inflammation

The etiology of BCP is intricate and suggested to be composed of at least neuropathic and inflammatory factors (Falk and Dickenson, 2014). We thus continued to identify the possible common and differences in transcriptomic data from models of bone cancer pain, neuropathic pain, and acute inflammatory pain with microarray or RNAseq platform. Transcriptomic data sets [GSE129957 (Sun et al., 2020) and GSE24431 (Chang et al., 2010)] were obtained from Gene Expression Omnibus (GEO) of NCBI. We analyzed and determined proportion of up- and down regulated genes that were unique or shared among the three different pain models. Data were obtained from ipsilateral L3-L5 DRGs, L4-L6 DRGs, and L4 and L5 DRG from rats with TCI (day 7), partial sciatic nerve ligation (SNL, day 7) (Sun et al., 2020), and complete Freund’s adjuvant (CFA) injection (day 4) (Chang et al., 2010), respectively. 

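The day 7 part of this comparison was recomputed from the TCI and sham samples. The data of the other pain models were not analysed here. By the sign of the ratio of group mean FPKM, 12029 genes were higher on TCI day 7 than in sham over the 14 samples and 11514 over all 16, with genes at any level above 0 included. Among the 14023 genes expressed enough to be tested, 8449 were higher by sign, and 2028 were higher at an adjusted p of at most 0.05 from limma.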

The Venn diagrams showed that, in the total up-regulated genes from TCI (11008), SNL (7497), and CFA (8980), 20-33% genes were unique for each of the models, while there were 2306 genes (∼21-31%) shared by the three different models (Figure 8A). As shown in Figure 8B, Among the top 500 up-regulated genes in each of the three models, there were only 4 genes (0.8%, *n* = 500) shared by the three models with additional 14-20% genes shared by two of the three, while approximately 78-85% genes were unique for each of the models. The shared up-regulated genes are listed in the table (Figure 8B, right). In contrast, in the total down-regulated genes from TCI (8224), SNL (7297), and CFA (9181), there were 1901 genes (21-26%) were shared by the three different models (Figure 8C). 

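RT1-Bb (309622), a class II gene of the major histocompatibility complex whose reads can be shared with its relatives, rose from 3.72 ± 1.68 FPKM (SD, n = 4) in sham to 44.6 ± 19.6 on TCI day 7 (SD, n = 3), a log2 fold change of 3.25 (standard error 0.352, adjusted p = 0.000111 from limma). Its log2 fold change over all 16 samples was 3.32. The other shared genes were at or near 0 in the 3 day 7 samples that the paper used. Mc5r (25726) stood at 0.0533 ± 0.0153 FPKM against 0.0275 ± 0.0150 in sham. Myod1 (337868) and Vgll2 (309772), genes of the skeletal muscle lineage, stood at 0.0700 ± 0.0300 and 0.0200 ± 0.0200 FPKM, below their sham means of 0.0975 ± 0.0714 and 0.0675 ± 0.122, but without sham sample 4 not lower (log2 fold changes 0.00091 and 0.019). In sample 3 of day 7, which the paper left out, Mc5r, Myod1 and Vgll2 stood at 3.66, 9.72 and 54.7 FPKM, and with it their log2 fold changes were 0.57, 0.80 and 1.38.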

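By the sign of the ratio of group mean FPKM, 7970 genes were lower on TCI day 7 than in sham over the 14 samples and 8429 over all 16. Among the tested genes 5574 were lower by sign, and 484 were lower at an adjusted p of at most 0.05 from limma, with no limit on the fold change.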

As shown in Figure 8D, among the top 500 down-regulated genes in each of the three models, there were only 2 genes (0.4%, *n* = 500) shared in the three models with additional 10-13% genes shared by two of the three, while approximately 86-90% genes were unique for each of the models (Figure 8D). 

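Epyc (314772) stood at 0.522 ± 0.713 FPKM in sham (SD, n = 4) and 0.173 ± 0.0814 on TCI day 7 (SD, n = 3), a log2 fold change of -0.28 (standard error 0.350, adjusted p = 0.636 from limma). Sham sample 3 alone was at 1.59 FPKM, the other sham samples being at 0.10 to 0.21, and without it the difference was 0.01. Nkx6-2 (309095) stood at 0.12 ± 0.0516 FPKM in sham and 0.0600 ± 0.0656 on day 7, too low to be tested. Sample 3 of day 7, which the paper left out, was at 0.24 FPKM of Epyc and 0.06 FPKM of Nkx6-2, and with it their log2 fold changes were -0.26 and -0.08.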

The shared down-regulated genes are listed in the table (Figure 8D, right). These findings demonstrate that, among the top 500 up- and 500 down-regulated genes, approximately 80-90% genes are unique and only 0-2% shared among the different pain models, suggesting the different pathogenesis of the pain due to bone cancer, inflammation, and nerve injury.

**FIGURE 8:**
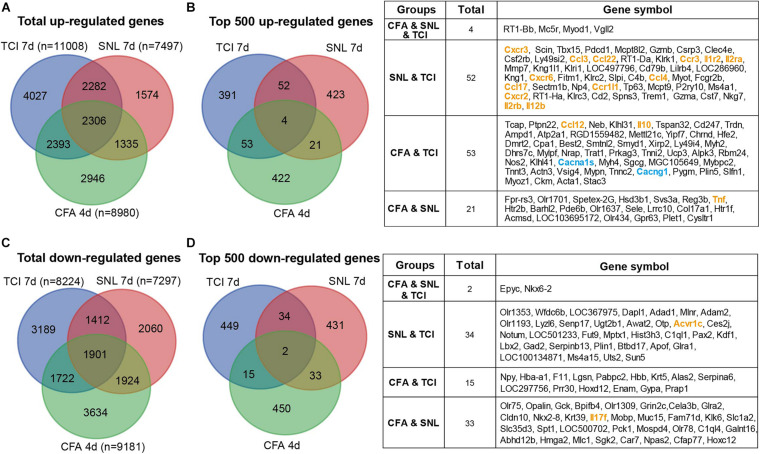
Transcriptomic comparison of the up- and down-regulated genes in rats with different forms of pain each produced by TCI, CFA, and SNL. **(A)** Venn diagrams showing numbers of the total up-regulated genes that are unique or shared by the three different pain models. **(B)** Left, Venn diagrams showing the top 500 up-regulated genes that are unique or shared by the three different pain models. Right, details of the shared genes with each comparison are listed in the table. Blue and orange fonts highlight the gene symbols for ion channels and cytokine-cytokine receptor interaction pathways, respectively. **(C)** Venn diagrams showing numbers of the total down-regulated genes that are unique or shared by the three different pain models. **(D)** Left, Venn diagrams showing the top 500 down-regulated genes that are unique or shared by the three different pain models. Right, details of the shared genes with each comparison are listed in the table. Orange fonts highlight the gene symbols for cytokine-cytokine receptor interaction pathways. Genes with different symbols from the encoded proteins include Il1r2 (interleukin-1 receptor type 2), Il2ra (interleukin-2 receptor subunit alpha), Ccr1l1 (chemokine C-C motif receptor 1-like 1), Il2rb (interleukin 2 receptor subunit beta), Cacna1s (Cav1,1), Cacng1 (voltage-dependent calcium channel gamma-1 subunit), Tnf (tumor necrosis factor).

## Discussion

Our study reveals the transcriptomic profiles of the primary sensory neurons in the early period of bone cancer and BCP development. The major findings are four-fold: (1) TCI treatment, in addition to producing pain and bony destruction, causes alteration of thousands of genes examined in DRG that are mainly involved in the immune process, inflammatory response, and intracellular signaling transduction of carbohydrate and cytokine. The patterns of gene expression alterations were highly synchronized with the development of BCP; (2) the cAMP and calcium signaling pathways are the major processes in the initial responses to the TCI treatment including initiation of induction of BCP, while cytokine signaling and other cell-defense related pathways mainly contribute to the subsequent development of BCP, in which CCRI may play the most important roles; (3) TCI treatment-induced DEGs of ion channels may contribute to the early induction of BCP, while cytokines contribute to the maintenance of BCP. However, none of the top 20 DEGs of ion channels in pain perception in literature is associated with cancer pain, however, most of the top 20 DEGs from CCRI pathway in pain perception is involved in cancer pain; and 4) among the top 500 up- and down-regulated genes, only less than 2% genes were shared among the different forms of pain produced by bone cancer, nerve injury, and acute inflammation, and most genes were unique, indicating the difference in pathogenesis of the different forms of pain. This study reveals the uniqueness of mechanisms underlying BCP, which is, to a large extent, differently from the inflammatory and neuropathic pain and provides novel potential targets of DEGs for cancer pain.

Several lines of evidence have demonstrated cytokines and their associated signaling pathways were involved in BCP. In this study, we found that “cytokine binding”, “cytokine receptor activity”, and “cytokine activity” are highly enriched and that activation of “cytokine-cytokine receptor interaction” signal pathway exhibiting the most significant alteration after TCI treatment. Approximately 93-98% genes from the “cytokine-cytokine receptor interaction” signal pathways were altered and probably involved in the early and late stage of BCP development. Of which, cAMP and calcium signaling pathways are the major processes in the initial responses to the TCI treatment, while cytokine signaling and other cell-defense related pathways mainly contribute to the subsequent development of BCP. CCRI may play the most important roles. Among the top 20 DEGs from the “cytokine-cytokine receptor interaction” signal pathway, several genes have been reported to participate in the bone cancer pain, pain perception, neuroinflammation, or nerve injury (Garcia-Dominguez et al., 2019). The non-document DEGs, Thpo (encoding thrombopoietin, THPO), Il12rb1 (encoding interleukin-12 receptor beta 1, IL12RB1), Il23r (encoding interleukin 23 receptor, IL23R), Ccl1 (encoding chemokine C-C motif ligand 1, CCL1), Ifng (encoding cytokine interferon gamma, IFNG), Cxcr6 (encoding CXC chemokine receptor 6, CXCR6), Tnfrsf14 (encoding tumor necrosis factor receptor superfamily member 14, TNFRSF14), Ccr3 (encoding C-C chemokine receptor 3, CCR3), and Csf2rb (encoding colony stimulating factor 2 receptor beta, CSF2RB) may serve as new molecular targets for a potential therapy of BCP. Such transcriptome profiles indicate that cytokines and their associated signaling pathways may play a pivotal role in the pathogenesis of BCP, and our results provide a better understanding of the complicated inflammatory and immune processing including anti-inflammation and immunosuppression in BCP as well as the bone cancer.

Ion channels have been considered to play a pivotal role in many forms of pain including the inflammatory, neuropathic, and cancer pain. However, based on our current findings, roles of ion channels in BCP might have been over-expected. The evidence of altered DEGs of ion channels in bone cancer and BCP is weak, despite the biological process regulation of “calmodulin binding” by GO analysis and the activation of the “calcium signaling pathway” by KEGG analysis. Although all the ion channels examined here are altered in the early stage of TCI treatment, but their DEGs with | log2 FC| ≥ 2 are only 1-4%, which peaked on day 7 and quickly declined to control level within 14 days after TCI. Our function analysis of the top 20 DEGs of ion channels in pain perception by literature retrieval indicates that many ion channels have been suggested to be associated with pain perception, e.g., Ryr1 (Ferrari et al., 2016), Cnga3 (Heine et al., 2011), Kcnj2 (Ma et al., 2010), Trpv4 (Todaka et al., 2004), however, none of them to be associated with BCP (Figure 6H). This indicates that the ion channels play a very limited role in the early development of BCP and are unimportant for maintaining the established status of BCP (two weeks after TCI treatment).

By comparing the transcriptome profiles among the pain models of bone cancer, inflammation, and nerve injury, we have found that there are only small percentage of the top 500 up- or down-regulated genes shared among the pain models (0-2% by the three models and 7-11% by any two of the three models), while 78-85% genes are unique for each of the pain models. These findings speak out that the uniqueness of mechanisms underlying bone cancer and the associated BCP as well as other two forms of pain should be emphasized rather than being simply ignored, although bone cancer pain has been considered to have most characteristics of both inflammatory and neuropathic components (Falk and Dickenson, 2014).

The results in this study are supported by the previous studies on protein function. For instance, cAMP was found significantly increased in DRG on day 5 after TCI, which was synchronized with the initiation of BCP. Blocking the downstream signaling pathway of cAMP completely prevented production of BCP (Zhu et al., 2014). Furthermore, cytokines such as CCL5 (Hang et al., 2013; Pevida et al., 2014), CXCL13 (Bu et al., 2019), Il10 (Huo et al., 2018; Apryani et al., 2020) and cytokines associate receptors including CCR7 (Hirth et al., 2020), CXCR2 (Xu et al., 2014), CXCR3 (Bu et al., 2014; Hirth et al., 2020) have been reported to be involved in BCP. It is worth mentioning that CXCR3, CCR7, and IL10 have been reported to be the underlying mechanisms in cancer metastasis-induced BCP in human (An et al., 2019; Hirth et al., 2020). Especially, activation of CXCR3 has also been reported to attenuate morphine analgesia in cancer pain (Ye et al., 2014).

Rodents have been used as model animals to study human biology and diseases for decades (Breschi et al., 2017). It is reported that transcriptional patterns between orthologous organs of different species are more similar than those between different organs from the same species (Brawand et al., 2011; Barbosa-Morais et al., 2012; Merkin et al., 2012). Therefore, transcriptome data from rodents are useful to complement the study of the human diseases including neuronal disorders. However, it is also clear that with rat model alone cannot recapitulate all the features of bone cancer pain in humans, and the species differences in DEGs between rodents and humans is inevitable. As the development processes of primate nervous system are conserved across mammals (Bakken et al., 2015), future studies better employ primate model or by using human tissue slice culture to improve the usability as preclinical model for bone cancer pain research (Haehnel et al., 2019). In addition, studies have also reported the difference in pain mechanisms between males and females, thus, the findings in our current study in females need to be further investigated in males with other cancer cells probably unnecessary the female-specific breast cancer cells.

Together, this study reveals the uniqueness of mechanisms underlying BCP, which is, to a large extent, differently from the inflammatory and neuropathic pain, and provides novel potential targets of DEGs for treatment of cancer pain. Since the development of bone cancer plays an indispensable role in the induction and maintenance of bone cancer pain, future study needs to clarify the role of ion channels and cytokines in the cancer development and pain formation.

## Data Availability Statement

The datasets presented in this study can be found in the Gene Expression Omnibus (GEO) database of NCBI, and the accession number is GSE149648.

## Ethics Statement

The animal study was reviewed and approved by the Southern University of Science and Technology (SUSTech) Animal Care and Use Committee.

## Author Contributions

MZ and X-JS designed the project. MZ, SY, SL, HZ, LX, and HL conducted the experiments. MZ and X-JS analyzed data and presentation. X-JS and MZ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

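RNA from the L3–L5 dorsal root ganglia (DRGs) of the implanted side, with the ganglia of 1 rat forming 1 sample, was sequenced in sham rats and in rats 1, 7 and 14 days after tumor cell implantation (TCI), with 4 samples in each of the 4 groups. Groups and sample numbers were taken from the sample labels and Figure 2A. The paper's text leaves out sample 2 of day 1 and sample 3 of day 7, so values are given over the other 14 samples and then over all 16.

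The authors removed reads of low quality, with adaptors or with many unknown bases, mapped the clean reads with HISAT and Bowtie2, estimated expression per gene with RSEM, and deposited FPKM values rounded to 2 decimals, 1 table per sample. The paper's text does not name the genome build, the annotation or the versions of these tools. All tables list the same 21021 genes, of which 377 were at 0 in all 16 samples, and 34 symbols are listed for more than 1 gene. Entrez gene identifiers were used as listed. Of these, 19220 were found in a RefSeq gene table of assembly GRCr8, which was used for names only, and no coordinates are given. No pair of samples shared more than 2.34% of identical values above 0, so no sample was counted as a copy of another.

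FPKM holds no read totals. The paper states a mean of 33140558 clean reads per sample, and Figure 2A lists them from 0.869 to 1.35 times their median. In the files the depth was compared between samples through the smallest values of 48 genes with very low expression, and it lay between 0.928 and 1.08 relative to the median sample. This had a Spearman rho of 0.856 with the listed reads over the 16 samples (permutation test, p = 8e-05) and spans a narrower range, so it understates differences in depth. The number of fragments behind each value is not in the tables, and no counting error was computed.

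From the deposited FPKM, log2(FPKM + 1) was computed. Genes with at least 1 FPKM in at least 3 samples were tested, which left 14023 genes for the 14 samples and 14087 for the 16. All 4 groups entered 1 linear model per gene (lmFit of limma 3.58.1 in R 4.3.3), with variances moderated by eBayes with an intensity trend, and the p-values were adjusted by the Benjamini-Hochberg method. The paper's thresholds were kept, a log2 fold change of at least 1 in size and an adjusted p of at most 0.001. The design written beforehand also provided for a test on read counts, and since the tables hold FPKM its branch for normalized values was used. On simulated data with 13645 genes of which 200 were changed by a log2 fold change of 2, the procedure recovered 197 (98.5%) with 0 false calls. The changed genes were drawn from those with a sham mean of log2(FPKM + 1) above 2. The simulated noise was normal, and each gene had the same SD in every group. The share recovered therefore does not apply to smaller changes, to genes at lower levels or to groups of unequal spread. Gene lists were compared as the mean log2(FPKM + 1) per sample with two-sided exact permutation tests, whose smallest p is 0.0286 with 3 against 4 and with 4 against 4 samples, and by Fisher's exact test of the genes past the thresholds. Correlations over 10 or more values used 100000 permutations. The list of tables was read with jsonlite 2.0.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

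The lists of ion channel, cytokine and cell type genes, the tests and most of the alternatives were fixed before the data were examined. Genes were named by a rule of the same kind. It took the genes that the paper names in Figures 6E–H, 7E–H, 8B and 8D or in its text, the 3 genes with the largest change in each direction on each day among those past the thresholds with a mean of at least 1 FPKM in the higher group and no overlap between groups, and members of the cell type lists as examples. Genes named outside this rule are said to be so. Sample numbers are shared between groups, but samples with the same number come from different animals, so that a model with the number as a block was run only as an alternative.

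The alternatives tried were all 16 samples, only the 2 groups compared, limma without the trend, quantile normalization, no filter, a mean of at least 5 FPKM, a pseudocount of 0.1, the looser adjusted p of 0.05, no limit on the fold change, the block, other versions of the gene lists, the ratio of group means, and each sample left out in turn. Array quality weights, the ratio of group mean FPKM for single genes, over all 16 samples and joined with another version of a gene list, the relations between gene lists over all 16 samples and the comparison with the listed reads were added after seeing the data. GO and KEGG terms and the data of the other pain models were not analysed here, and the clean reads and mapping rates of Figure 2A were taken as listed or not used. Results for 1 gene are not reported here.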

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

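All tests of explanations in this part were chosen only after the results they bear on had been seen. Of 48 groups of 4 samples, 6 had a sample far from the others in the mean log2(FPKM + 1) of a gene list, where chance gives 2.4.

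In sample 3 of TCI day 7, which the paper left out, the 50 skeletal muscle genes had a mean of 6.88, while the other day 7 samples lay between 0.75 and 0.81. Together with the 6 muscle channel genes they made up 6.94% of the FPKM of that sample. Sham sample 4, which the paper kept, stood at 2.44 with a muscle share of 0.182%, and no other sample had a share above 0.0158%. RNA from skeletal muscle in the sample is a candidate explanation for sham sample 4. Across the 50 genes, its excess over the other sham samples followed the excess of sample 3 of day 7 over the other day 7 samples, with a Spearman rho of 0.938 (permutation test, p = 1e-05, the smallest that 100000 permutations can give) and a Pearson r of 0.891. These are correlations across genes, which are not independent replicates. All 50 genes were higher in sample 3 of day 7 and 46 in sham sample 4, with a median excess of 5.81 and 0.89. The relative depth of sham sample 4 was 0.934, inside the range of the other sham samples. By the clean reads that the paper lists it was 0.869, against 0.933 to 1.12 in these, lower by less than their range. Sham sample 3, at a relative depth of 0.928, had a muscle mean of 0.74, and sample 2 of day 1, at 0.898 by the listed reads, one of 0.72, which goes against shallower sequencing as the explanation. Muscle left on the ganglia at dissection and a change of the ganglia themselves were not told apart by these tests.

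The neuron genes had a mean of 7.29 in sample 3 of day 7, against 7.84 to 7.92 in the other day 7 samples. Dilution by muscle RNA could explain a change of only -0.10, from the share of FPKM left outside the muscle genes, while the difference was -0.59 and the SD of the other day 7 samples was 0.04. Dilution by the listed muscle genes thus leaves most of the fall unexplained. The adipocyte genes had a mean of 1.77 in that sample, against 0.73 to 0.84 in the other day 7 samples, so fat tissue is a candidate for part of it. How far fat or muscle RNA outside the lists diluted the neuron genes was not measured.

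In sample 2 of day 14, the T cell genes had a mean of 2.28, against 1.21 to 1.34 in the other day 14 samples. The macrophage genes (5.08) and the interferon response genes (5.46) were also highest there among the 4 samples. Its relative depth of 1.04 lay inside the range of the other day 14 samples, so depth is an unlikely explanation. The lymph node stroma genes had a mean of 1.51 there, against 0.78 to 0.88 in the other day 14 samples, and the B cell genes one of 0.63, against 0.36 to 0.43. Lymphoid tissue in the sample could give this. The stroma genes were also above all sham samples, which reached 0.66, in the other day 14 samples, so that stronger infiltration in that animal and lymphoid tissue cannot be told apart.

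In sample 1 of day 14, the neutrophil genes had a mean of 0.30 (0.19 to 0.20 in the others) and the ribosomal protein genes a mean of 7.01 (7.14 to 7.17 in the others). Its relative depth of 0.957 was the lowest of the 4, while by the listed clean reads (0.961) it lay inside the range of the others. Of the 4 samples that were shallower by the former, 0 were both highest in the neutrophil genes and lowest in the ribosomal protein genes of their group. They come from only 2 groups, and sample 1 of day 1 (depth 0.945) was lowest in the ribosomal protein genes of its group, at 6.84 against 6.86 to 6.90. Sham sample 4 (depth 0.934) went the opposite way, with the highest ribosomal protein mean (6.80) and the lowest neutrophil mean (0.091) of its group, and sample 3 of day 14, shallower by the listed reads (0.957), stood with the others, at 7.14 and 0.20. Depth is thus an unlikely explanation, although by the relative depth within day 14 alone the differences could not be told apart from it. No biological explanation was tested.

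Between day 7 and day 14, the hemoglobin genes rose by 0.85 (exact permutation test, two-sided, p = 0.0286, and 0.171 after adjustment over 12 lists), with 4 of 4 day 14 samples above all day 7 samples of the paper. Over all 16 samples the difference was 0.74. The neutrophil genes fell by 0.32 (exact permutation test, p = 0.0286, adjusted 0.171), with 4 of 4 day 14 samples below all day 7 samples, and by 0.36 over all 16 samples. Neither difference passed the adjustment. As no p here can be below 0.0286, a list could pass only if many of the 12 lists reached that value. The adjustment thus decides little about these differences. Quantile normalization hardly changed them (0.855 and -0.29), and the median log2 fold change of all genes between the days was -0.020. The hemoglobin genes changed in the opposite direction, so more blood of an unchanged make-up would not give the higher neutrophil genes on day 7. Blood with a larger share of neutrophils on day 7 was not excluded, since that share was not measured. How much blood each sample held was not measured, and the neutrophil list rests on low values, with 2 of its 14 genes expressed enough to be tested.

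On day 1, where no gene passed the thresholds, 2 lists outside those that the paper discusses differed from sham. The interferon response genes rose from 2.25 ± 0.12 (SD, n = 4) to 2.71 ± 0.07 (SD, n = 3), a difference of 0.46 with 3 of 3 samples above all sham samples (exact permutation test, two-sided, p = 0.0286, and 0.0756 after adjustment over 45 comparisons). Sample 2 of day 1, which the paper left out, stood at 2.97, and with it the difference was 0.53. The macrophage genes differed by 0.010, and by 0.059 over all 16 samples, within the SD of 0.29 of the sham samples, but sample 2 of day 1 was the highest of that day in both lists, and the neutrophil genes were higher by 0.037 (exact permutation test, p = 0.114). Sample 2 of day 1 had the lowest neutrophil mean of that day (0.117). With it the neutrophil difference was 0.029 (exact permutation test, p = 0.171). Sham samples 3 and 4 had higher macrophage means (2.48 and 2.52) than every day 1 sample but lower interferon response means (2.42 and 2.22). Sham samples 1 and 2 were lower in both lists. These values went both ways, so a small contribution of infiltrating immune cells was not excluded. Quantile normalization left a difference of 0.44 in the interferon response genes. An early interferon response of the ganglia is another hypothesis. All sham samples were collected on day 14, so the time since surgery may also account for it.

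The Schwann and glial cell genes rose from 7.31 ± 0.11 (SD, n = 4) to 7.52 ± 0.06 (SD, n = 3) on day 1, a difference of 0.21 with 3 of 3 samples above all sham samples (exact permutation test, p = 0.0286, adjusted 0.0756). With sample 2 of day 1, at 7.96, it was 0.32, and with quantile normalization it was 0.16 (exact permutation test, p = 0.0571). The neuron genes differed by -0.026, within the SD of the sham samples, which a small change in the share of nerve tissue would also give. The difference could not be told apart from more nerve in the dissected samples.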

How the results depend on the processing

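None of the comparisons in this part was a test of an explanation chosen after a result was seen. Array quality weights, the ratios of group mean FPKM over all 16 samples or for single genes, and the ratios joined with another gene list were chosen after seeing the data.

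On day 1, 0 genes passed in either direction under every alternative run, with 734 genes at an unadjusted p under 0.05. The same held for genes higher on day 14 than on day 7, where 1396 genes were at an unadjusted p under 0.05 in either direction. The 257 genes higher on day 7 became 413 when only the 2 groups compared were fitted, 164 without a filter, 123 with a mean of at least 5 FPKM, 551 at an adjusted p of at most 0.05 and 577 with array quality weights. The 90 genes higher on day 14 became 4, 31, 68, 362 and 228 under these, 54 without the trend, 180 with a pseudocount of 0.1 and 140 without a limit on the fold change. All 16 samples (335 and 93), quantile normalization (175 and 64) and, on day 7, the fits without the trend (229), with a pseudocount of 0.1 (350) and without a limit on the fold change (385) stayed within 1.5 times. Of the 257 genes, 231 were shared with the fit of 2 groups and 255 with that with weights. The cause of these changes was not tested.

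Genes lower on day 7 numbered 1 with quantile normalization, 3 at an adjusted p of at most 0.05 and 13 without a limit on the fold change, and on day 14 they numbered 0, 1 and 6. Quantile normalization moved the median log2 fold change of all genes on day 7 from 0.04 to -0.07 and on day 14 from 0.03 to -0.05. Genes lower on day 14 than on day 7, 2 in number, became 1 with all 16 samples, 0 with the 2 groups alone, 0 with a mean of at least 5 FPKM, 0 with a pseudocount of 0.1 and 7 at an adjusted p of at most 0.05.

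With the sample number as a replicate block, 112 genes were higher on day 7 and 19 on day 14, 111 and 19 of them shared, and the odds ratio of T cell genes on day 14 became 0. Deviations of same-numbered samples, which are different animals, had a correlation of 0.0296 over 18 pairs in the 14 samples and 0.00827 over 24 pairs in the 16, so that the numbers did not pair the samples.

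Across the 14 fits that each left out 1 sample, 49 to 471 genes were higher on day 7, 15 to 173 were higher on day 14 and 0 to 3 were lower on day 14 than on day 7. The share of single-day genes found on day 1 or day 7 ranged from 52.1 to 100%. Ion channel genes with a log2 fold change of at least 1 on day 7 numbered 0 to 1, and cytokine genes on day 1 numbered 0 to 1.

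The ion channel genes, lower than sham on day 1 as a mean, were higher by 0.045 as a median over genes. On days 7 and 14 quantile normalization made their differences -0.12 and -0.10 (exact permutation test, two-sided, p = 0.0286 for both). The skeletal muscle genes on day 7, lower than sham over the 14 samples, were higher by 1.14 with all 16. Ion channel genes higher by at least 1 numbered 0 on day 7 with all 16 samples, 2 on day 7 and 1 on day 14 with the broad list, 5, 12 and 10 on the 3 days by the ratio of group means, and 4, 21 and 10 by that ratio over all 16 samples. With the broad list the ratio gave 10, 21 and 21, and 9, 36 and 21 over all 16 samples. Cytokine genes numbered 29, 104 and 102 by the ratio and 28, 117 and 102 over all 16 samples, and with the narrow list 23, 73 and 72, and 24, 80 and 72.

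On untransformed values, the median correlation was 0.935 for sample 2 of day 1 and 0.710 for sample 3 of day 7. On log2 values of all genes the lowest correlation of the 14 samples was 0.973, and the median of sample 3 of day 7 was 0.948.

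Of the genes named, 8 that were lower than sham on day 7 became higher with all 16 samples. Their log2 fold changes were 0.72 for Scn4a, 1.39 for Ryr1, 1.11 for Cacna1s, 1.22 for Cacng1, 1.06 for Cacng6, 0.96 for Kcna7, 0.80 for Myod1 and 1.38 for Vgll2, and by the ratio of group means over these samples 2.49, 6.23, 5.05, 5.92, 6.00, 5.12, 4.67 and 7.66. The log2 fold change of Epyc on day 7, negative over the 14 samples, ranged from -0.40 to 0.0071 when each sample was left out in turn, the latter without sham sample 3. Without sham sample 4, Ryr1 (0.048), Cacng6 (0.037), Vgll2 (0.019) and Myod1 (0.00091), too low to be tested, also changed sign, by less than the SD between replicates. Among the other values of named genes, 53 moved, 9 became weaker and 2 stronger, and 57 were the same. When each sample was left out in turn, 168 of these values kept their result or moved by less than that SD, 45 became weaker and 2 stronger. Weaker means that a gene no longer passed both thresholds, and stronger that it newly passed, whether its fold change grew or shrank. On day 7 the weaker ones were Csf2rb in 7 of 7 fits, Tnfrsf14 and Cxcr3 in 6 of 7, and Lyc2 and Fcgr3a in 5 of 7. On day 14 they were Lyc2 in 6 of 8 fits, and Tnfrsf14 and Cxcl9 in 5 of 8. Ccl5 became weaker in 0 fits on either day.

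The alternatives for read counts, namely DESeq2 in place of edgeR, other size factors or library size alone in place of TMM, and a pooled chi-square test of summed counts, were not run because the tables hold FPKM. No odds ratio was computed on day 1, where no gene passed. The number of fragments behind genes below 1 FPKM was not known, so the precision of their values could not be judged.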

Differences from the paper's values

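None of the comparisons here was a test of an explanation chosen after a result was seen, and additions after seeing the values are named as such. A gap between counts or shares is called closed when the value lay within 1.5 times of the paper's. A closed gap thus does not mean an equal value.

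On day 1, 0 genes were higher and 0 lower, against the paper's 136 and 130. On day 7, 257 were higher and 0 lower, against the paper's 1744 and 92, and on day 14, 90 and 0 against the paper's 1133 and 117. Between day 14 and day 7, 0 were higher and 2 lower, against the paper's 129 and 511. At an unadjusted p under 0.05 there were 734, 4378, 4198 and 1396 genes. None of the alternatives set before the data were examined closed any of these gaps, and neither did array quality weights, chosen after seeing the values. Genes found on 1 day only numbered 0, 175 and 8 on days 1, 7 and 14, against the paper's 75, 742 and 174, and 0 were shared by the 3 days, against the paper's 113. Neither all 16 samples nor an adjusted p of at most 0.05 closed these gaps.

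Of the ion channel genes, 0.775% were higher on day 7 by a log2 fold change of at least 1, against the paper's 10%, and 0% by at least 2, against the paper's 4%. All 16 samples, the broad list (1.01%) and the ratio of group means over the 14 samples (6.59% and 0%) did not close these gaps. The ratio over all 16 samples, chosen after seeing the values, gave 11.5% and 3.85% and closed both. Joined with the broad list, also chosen after seeing the values, the ratio gave 7.34% and 1.05% over the 14 samples, which closed the first gap alone, and 12.5% and 4.88% over all 16, which closed both.

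Of the cytokine and receptor genes, 27.1% were higher on day 7 by at least 1, against the paper's 76%, and 10.1% by at least 2, against the paper's 63%. Taken singly, neither the narrow list (41.2% and 17.6%), the ratio of group means (40.3% and 26.4%) nor all 16 samples closed these gaps, nor did the ratio over all 16 samples (44.7% and 29.8%), chosen after seeing the values. The narrow list joined with the ratio was also chosen after seeing the values. It gave 52.1% and 37.9% over the 14 samples and 56.3% and 40.8% over all 16. These values stayed below the paper's, and only the first gap closed under the limit of 1.5 times. On day 14, 24.8% were higher by at least 1, against the paper's 49%, and the narrow list (39.7%) and the ratio of group means (38.9%) fell within 1.5 times of it, as did the ratio over all 16 samples, chosen after seeing the values, while all 16 samples on the log scale did not. By at least 2 it was 6.20%, against the paper's 40%, and no single change closed the gap (10.3% with the narrow list, 24.8% by the ratio), while the narrow list joined with the ratio, chosen after seeing the values, gave 34.3% and closed it. Lower than sham were 17.8% on day 7, against the paper's 7%, where the narrow list gave 7.35% and closed the gap while all 16 samples, the ratio, and the ratio joined with the narrow list (16.4% over the 14 samples, 15.5% over all 16) did not, and 20.9% on day 14, against the paper's 8%, where no alternative did (13.2% with the narrow list, 18.6% with it and the ratio). Of the higher cytokine genes, 8.22% on day 1 were found on that day only, against the paper's 0%, 4.72% on day 7, against the paper's 2.29%, and 0.980% on day 14, against the paper's 1.54%. With all 16 samples they were 6.25%, 2.88% and 0.962%, which closed the gap on day 7 alone.

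The log2 fold changes of single genes on day 7 were set against values read by eye from the paper's figures. In Fig. 6F the paper's bars stood at about 6.3 for Ryr1, about 6 for Cacng1, about 5.7 for Cacng6, about 5.1 for Cacna1s, about 5.1 for Kcna7 and about 2.4 for Scn4a. The values found were -0.10, -0.30, -0.049, -0.30, -0.023 and -0.16, and none of the alternatives set before the data were examined closed these gaps. The ratio of group mean FPKM over all 16 samples, chosen after seeing the values, gave 6.23, 5.92, 6.00, 5.05, 5.12 and 2.49, and closed all gaps but that of Cacng6. Over the 14 samples this ratio lay between -2.51 (Cacna1s) and -0.233 (Kcna7), leaving out Cacng1, which was at 0 on day 7. These bars thus came near only to values that include sample 3 of day 7, which the paper's text leaves out. Which samples the figure used was not determined. In Fig. 7F the paper's bar of Ccl5 stood at about 5.6 and that of Cxcr3 at about 5.9, against 4.90 and 2.19. A pseudocount of 0.1 gave 5.73 for Ccl5 and closed the gap, but gave 4.58 for Cxcr3 and did not. The ratio of group means, chosen after seeing the values, gave 5.84 and 6.17 over the 14 samples and 5.55 and 5.87 over all 16, and closed both gaps. All 16 samples and the replicate block closed neither.

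The paper states that its principal component analysis set the groups apart. On the first component, sham and day 1 samples overlapped (exact permutation test, two-sided, p = 0.229). The paper states that sample 2 of day 1 correlated poorly with the others, while its median r on log2(FPKM + 1) was 0.983 and on untransformed FPKM 0.935. In the paper the interaction of cytokines with their receptors is the most changed pathway on days 7 and 14. Among the lists used here, the T cell (odds ratio 83.2 and 58.9) and macrophage (225 and 258) genes had larger odds ratios than the cytokine genes (5.17 and 6.55). These are short lists of cell type genes and not KEGG pathways. No pathway was ranked here, so the paper's ranking was not tested. The paper lists Myod1 and Vgll2 among the genes higher on day 7, while over its 14 samples their log2 fold changes were -0.035 and -0.059. Without sham sample 4 these were 0.00091 and 0.019, and with all 16 samples 0.80 and 1.38. Among the genes that the paper shows as changed, Kcnk6 on day 7 and Cxcl11 on day 14 did not pass both thresholds, and passed with a pseudocount of 0.1, at log2 fold changes of 1.22 and 5.04. Cxcl11 also passed on day 7 with all 16 samples, at 3.49. On day 14 Cxcl13 and Cxcl11 passed when sample 2 of that day was left out, at 2.96 and 2.28.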

Other observations

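The test of a low correlation in this part was chosen only after the result was seen, as were the relations between gene lists over all 16 samples. The other splits of the samples and the relations over the 14 samples had been set earlier.

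The number of genes past the thresholds was compared with that of other splits of the same samples. Only splits that part as many same-numbered samples as the real one were counted, which leaves 8 per comparison, so that the share could not fall below 0.125. On day 1, all 8 of the 8 splits gave as many genes as the real one, which gave 0, with 734 at an unadjusted p under 0.05. On day 7, on day 14 and between days 14 and 7, 1 of the 8 splits, the real one, gave as many. The other splits of the 35 possible ones part other numbers of same-numbered samples. Over all 35, the real split alone gave as many genes on day 7 and on day 14, where the largest other counts were 0 and 1. Between days 14 and 7, 3 of the 35 gave as many, and the largest other count was 28, so that a count of 2 genes lies within what other splits gave.

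Whether cytokine genes rose together with RNA from infiltrating immune cells was tested as a hypothesis. Across the 7 day 7 and day 14 samples of the paper, the means of the cytokine and T cell genes had a Spearman rho of 0.929 (exact permutation test, p = 0.00675, and 0.0202 after adjustment over 3 relations) and a Pearson r of 0.904 (exact permutation test, p = 0.00238, adjusted 0.00714). Without sample 2 of day 7 and sample 2 of day 14, the 2 farthest from the median, r was 0.819 (exact permutation test, p = 0.108) and rho was 0.90 (exact permutation test, p = 0.0833), which changed the coefficients little. With 5 samples neither passed 0.05, so whether the relation rests on those 2 samples was not decided. Sample 3 of day 7, which the paper left out, had the lowest T cell mean of these groups (1.11) but the third highest cytokine mean (1.62). With it, rho over the 8 samples was 0.595 (exact permutation test, p = 0.132, adjusted 0.397) and r was 0.694 (exact permutation test, p = 0.0640, adjusted 0.0640). Without sample 2 of day 7 and sample 2 of day 14, these coefficients fell. Over the remaining 6 samples rho was 0.0857 (exact permutation test, p = 0.919) and r was 0.328 (exact permutation test, p = 0.542). Across the 7 sham and day 1 samples r was 0.869 (exact permutation test, p = 0.0333, adjusted 0.05) and rho was 0.536 (exact permutation test, p = 0.236, adjusted 0.354), and without sham samples 1 and 2 r was -0.360. With sample 2 of day 1 r was 0.830 (exact permutation test, p = 0.0214, adjusted 0.0321) and rho was 0.452 (exact permutation test, p = 0.267). The relation on days 7 and 14 among the samples of the paper is consistent with a contribution of infiltrating immune cells to the cytokine signal of whole ganglia, but it did not hold at 0.05 when all 8 samples were used, and it does not tell which cells made the RNA.

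Whether muscle RNA accounts for the ion channel genes of skeletal muscle was tested in the same way. Across the 14 samples, the mean of the 6 muscle channel genes and that of the skeletal muscle genes had a Spearman rho of 0.0286 (permutation test, p = 0.927, also after adjustment over the 3 relations) and a Pearson r of 0.979 (permutation test, p = 0.0517). Without sham sample 4 and sample 1 of day 14, r was -0.336 (permutation test, p = 0.284). The linear relation thus rests on sham sample 4. By rank the test gave no relation, but it had little power, since apart from sham sample 4 the kept samples all lay at a low level, between 0.19 and 0.27 in the muscle channel genes and between 0.71 and 0.89 in the skeletal muscle genes. Sham sample 4 (0.76 and 2.44) and sample 3 of day 7 (5.14 and 6.88), which was not among the 14, were the highest in both, so the rank test could not decide the hypothesis. Over all 16 samples rho was 0.103 (permutation test, p = 0.705) and r was 0.986 (permutation test, p = 0.00319, adjusted 0.00957), and without those 2 samples r was -0.238.

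The low correlation of sample 3 of day 7, which the paper left out, was examined on untransformed FPKM. Without the 50 skeletal muscle genes and the 6 muscle channel genes, its median correlation was 0.876, higher than the 0.710 with them and still below the lowest median of 0.959 among the 14 samples. Muscle RNA could therefore explain part of its low correlation, and whether it explains all of it was left undecided. No biological explanation was tested.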
